# A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1

**DOI:** 10.1371/journal.pgen.1001392

**Published:** 2011-06-09

**Authors:** Sandeep N. Wontakal, Xingyi Guo, Britta Will, Minyi Shi, Debasish Raha, Milind C. Mahajan, Sherman Weissman, Michael Snyder, Ulrich Steidl, Deyou Zheng, Arthur I. Skoultchi

## Abstract

PU.1 is a hematopoietic transcription factor that is required for the development of myeloid and B cells. PU.1 is also expressed in erythroid progenitors, where it blocks erythroid differentiation by binding to and inhibiting the main erythroid promoting factor, GATA-1. However, other mechanisms by which PU.1 affects the fate of erythroid progenitors have not been thoroughly explored. Here, we used ChIP-Seq analysis for PU.1 and gene expression profiling in erythroid cells to show that PU.1 regulates an extensive network of genes that constitute major pathways for controlling growth and survival of immature erythroid cells. By analyzing fetal liver erythroid progenitors from mice with low PU.1 expression, we also show that the earliest erythroid committed cells are dramatically reduced *in vivo*. Furthermore, we find that PU.1 also regulates many of the same genes and pathways in other blood cells, leading us to propose that PU.1 is a multifaceted factor with overlapping, as well as distinct, functions in several hematopoietic lineages.

## Author Summary

Cellular identities are established by master regulatory transcription factors that promote cell type–specific gene expression. In some instances such factors also inhibit differentiation of alternative, closely related lineages. PU.1 is an Ets family transcription factor that is required for myeloid and B cell development. PU.1 is also expressed in red blood cell progenitors where it blocks erythroid terminal differentiation. One mechanism used by PU.1 to block red blood cell differentiation is by binding to and inhibiting the erythroid master regulator GATA-1. Here, we describe another mechanism utilized by PU.1 in erythroid progenitors. Using chromatin immunoprecipitation and high-throughput sequencing (ChIP-Seq) combined with gene expression profiling of erythroid progenitors, we show that PU.1 controls a large gene network in immature erythroid cells, including genes in pathways involved in regulating growth, survival, and differentiation of these cells. We also find that PU.1 controls many of the same genes and pathways in other blood cells. The results indicate that, in addition to activating lineage-specific genes, master regulatory transcription factors, like PU.1, also control numerous, widely expressed genes in multiple cell lineages.

## Introduction

Cellular identities are established through the actions of master regulatory transcription factors. In addition to promoting their lineage-specific gene expression programs, these factors may also inhibit the transcriptional programs of alternative cell lineages [1]. These inhibitory functions may serve to ensure that genes of closely related lineages are not mis-expressed [2], [3]. The mechanisms used by such transcription factors to inhibit alternative lineage-specific gene expression are not well understood. The mutual antagonism between hematopoietic master regulators PU.1 and GATA-1 has served as an important paradigm, both for understanding lineage specification as well as these types of inhibitory interactions.

PU.1 is an Ets family transcription factor that is required for the development of myeloid and B-cells [4], [5]. GATA-1 is a Zn-finger DNA binding protein that is required for the development of erythrocytes and megakaryocytes [6]. These two factors have a particularly close developmental relationship because they direct lineage commitment from common multipotential progenitors. Indeed, PU.1 and GATA-1 physically interact and repress each other's transcriptional activation and lineage specification functions [7]–[9].

Although PU.1 is highly expressed in myeloid and B-cells, it is also normally present in immature erythroid cells [10]–[12]. Down regulation of PU.1 is required for erythroid terminal differentiation [11]–[13]. This property has been conserved throughout vertebrate evolution [7], [14], [15]. The Sfpi1 locus encoding PU.1 is also a frequent target for integration by the spleen-focus-forming virus during Friend leukemia virus-induced murine erythroleukemia (MEL) [16]. The ability of PU.1 to bind to and repress GATA-1 transcriptional activity accounts for some of its functions in erythroid progenitors. However, PU.1 is also a DNA binding protein, with a number of well-established gene targets that it regulates in myeloid cells and B-cells [17]–[20]. Therefore, PU.1 might also regulate important genes in erythroid progenitors. Several examples of PU.1 gene targets with effects on erythroid cells have been described recently [11], [21], [22]. However, it is not known how many genes PU.1 controls in erythroid cells. Here we report that PU.1 does indeed direct an extensive transcriptional network in immature erythroid cells, a network consisting of pathways that are important for the growth and survival of erythroid progenitors. Moreover, we find that several of these pathways are also regulated by PU.1 in other hematopoietic lineages, suggesting that PU.1 has overlapping functions in several hematopoietic lineages.

## Results

### Genome-wide occupancy of PU.1 is highly similar in normal and leukemic erythroid cells

As a first step in identifying the transcriptional network controlled by PU.1 in immature erythroid cells, we performed ChIP-Seq in normal proliferating erythroid progenitors derived from embryonic stem cells (ES-EP) [23] and leukemic erythroblasts (MEL cells). 

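ChIP-Seq locates a DNA-bound protein by sequencing the DNA that an antibody against it recovers from fixed chromatin, next to input DNA taken before the immunoprecipitation. ES-EP keep dividing in culture with erythropoietin, stem cell factor, IGF-1 and dexamethasone, and the MEL cells carry a GATA-1/ER fusion. In each cell type 2 independent chromatin preparations (A and B) were immunoprecipitated with the same PU.1 antibody, and each preparation was sequenced as 2 libraries. The libraries of a preparation were summed, so n = 2 preparations per cell type in every comparison. MEL cells have 1 input library and ES-EP have 2. The deposited files give the position of each uniquely aligned read, and peaks, reads per peak and tests were computed again from these positions. Reads per peak are those whose fragment centre falls in the 500 bp around its summit. Numbers of reads are given as counted unless a scale is named, so that ChIP and input reads come from libraries of different depth, while folds, ratios and correlations use reads scaled by the total reads of each library set. Intervals given with a value cover counting error only. The alternative settings named beside a value were listed before the data were examined unless stated otherwise.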

We obtained a total of 13,416,531 and 12,710,420 uniquely mapped reads in ES-EP and MEL cells, respectively. 

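The MEL libraries hold 2,064,597 and 3,643,270 reads in preparation A and 2,750,748 and 4,251,805 in preparation B. Those of ES-EP hold 2,377,140 and 3,931,882 reads (A) and 2,267,085 and 4,840,424 reads (B). The input of MEL cells has 4,290,388 reads and the inputs of ES-EP have 2,468,968 and 5,051,235. Between 2.84 and 9.00% of the ChIP reads of a library repeat a position and strand already seen in it. At this depth a merged peak has a median of 40 ChIP reads over both cell types.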

Using two peak calling programs, cisGenome and spp [24], [25], we identified a total of 16,241 peaks of PU.1 occupancy in ES-EP and 16,599 peaks in MEL cells. 

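Windows of 200 bp every 50 bp were compared with the local input by a Poisson model, and peaks were kept at a false discovery rate below 0.05, by Benjamini-Hochberg and by exchanging ChIP and input. Merging the calls of both cell types gave 33,749 peaks with a median width of 300 bp. Counting shared peaks together with those enriched in the cell type, MEL cells have 32,620 and ES-EP have 32,085. The number depends on the reads used, and the first library of each preparation alone gives 9,102 merged peaks.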

We also compared the number of reads in a given peak in MEL cells and ES-EP and then assigned a peak as present in both cell types (≤5 fold difference in the number of reads) or enriched in one cell type (>5 fold difference) (Figure 1A). 

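Of the merged peaks, 30,956 differed by at most 5-fold in depth-scaled reads between the cell types, 1,664 had more than 5-fold more reads in MEL cells and 1,129 in ES-EP. The rule uses no replicates, and 582 of these 2,793 enriched peaks (20.8%) also differed between the cell types in limma's test over preparations (adjusted p below 0.05, Benjamini-Hochberg). That test called 27 further peaks whose difference was at most 5-fold. The balance of enriched peaks between the cell types depends on single preparations. With peaks called again without MEL preparation A, 1,347 were enriched in MEL cells and 1,599 in ES-EP, and without MEL preparation B 622 and 2,151. Without ES-EP preparation A the numbers were 3,074 and 162, and without ES-EP preparation B 1,792 and 1,255.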

With this classification scheme, we identified 16,011 peaks that are shared between the two cell types and 230 and 588 peaks that are enriched in ES-EP and MEL cells, respectively (Figure 1B left). 

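With the preparations of a cell type summed, 91.7% of peaks differed by at most 5-fold. Across the 4 pairings of 1 MEL with 1 ES-EP preparation the share was 84.9 to 87.9% (mean 86.8%, SD 1.32). Subtracting the input moved it most, to 69.0%. Where no ChIP reads were left above the scaled input in 1 cell type, any remainder in the other counted as enriched, however small. Some of the shared peaks were called in a single cell type, since 34.2% of them (10,589) were called in both. Computed only after these shares were seen, reads dealt out between the cell types by depth alone would leave 99.86% of peaks within 5-fold (100 draws). In a split also made afterwards, the share was 95.5% among peaks with more than the median number of reads and 88.0% among the others.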

Strikingly, more than 95% of the peaks are shared between the two cell types (Figure 1B left). 

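Across the peaks, which are not independent replicates, log2 reads in MEL cells and ES-EP correlated with r = 0.579 (Spearman 0.584). Single preparations of the 2 cell types gave a mean r of 0.525 (SD 0.0544 over 4 pairings). Without the log transform r was 0.919, with up to 16,966 reads (MEL) and 35,778 reads (ES-EP) in 1 peak. Leaving out the 34 peaks with the most input reads the untransformed r was 0.783, a combination chosen after seeing the data. Reads dealt out by depth alone gave r = 0.913 on the log2 scale over 20 draws. The lowest r on the log2 scale among the alternatives was 0.412, with the first libraries alone.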

Statistical analysis of the data presented in Figure 1A also revealed a strong similarity between PU.1 binding in the two cell types as evidenced by a correlation coefficient of 0.800 (p-value<2.2×10^−16^). This similarity is even visually evident from examination of the signal tracks of 500 kb windows, such as the one displayed in Figure 2A. 

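The window of Figure 2A on chromosome 15 holds 33 merged peaks, of which 32 are shared, 1 is enriched in MEL cells and 19 lie within 2 kb of a TSS. Of these, 22 were called in MEL cells, 25 in ES-EP and 14 in both. Log2 reads correlated between the cell types with r = 0.719 across the 33 peaks, with medians of 28 reads (MEL) and 39 reads (ES-EP) per peak against 3 and 6 in the inputs. The highest peak, 73 bp from the TSS of Fam203a, has 276 and 315 reads against input reads of 8 and 23.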

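At the loci of Figure S1 the ChIP-Seq reads in 500 bp around the highest point within 1 kb of each Table S2 amplicon were compared over preparations with limma (Benjamini-Hochberg over all merged peaks). The amplicon on chromosome 15, 69,122 bp upstream of Slc38a2, has 32 and 134 reads in MEL preparations A and B and 3 and 3 in ES-EP (log2 fold change 4.31, SE 0.86, limma adjusted p 0.000992). Scaled by depth and by the median ratio over the autosomes, the input of MEL cells has 1.33 times the reads of the ES-EP input on this chromosome. In an intron of Mxi1 the reads were 25 and 33 against 0 and 2 (4.74, SE 1.21, limma adjusted p 0.0163). In an intron of Dnmt3a they were 21 and 17 against 3 and 4, a 5.73-fold difference that did not pass the limma threshold (2.37, SE 0.78, adjusted p 0.0798), and library 1 of MEL preparation B has far fewer depth-scaled reads there than the other 3 MEL libraries. Dnmt3a passes with log2 of depth-scaled counts (limma adjusted p 0.0242), with median-ratio scaling (0.00639) and with each library as a sample (0.0286), which counts 2 libraries of a preparation as if independent, and Mxi1 does not pass with a minimum of 20 reads (0.065) or without any 1 of the 4 preparations. For the peaks enriched in ES-EP, the amplicon on chromosome 8, 576,962 bp upstream of Large, has 1 and 0 reads in MEL cells and 53 and 20 in ES-EP (log2 fold change -5.18, SE 1.24, limma adjusted p 0.00927). On this chromosome the MEL input, scaled in the same way, has 0.732 times the reads of the ES-EP input. The Mta3 intron has 0 and 1 reads against 87 and 53 (-6.23, SE 1.26, limma adjusted p 0.00124). The Gpr149 intron has 2 and 3 against 52 and 37 (-3.82, SE 0.89, limma adjusted p 0.00681), on chromosome 3 with an input ratio of 1.33. Each difference has the same direction in 4 of 4 pairs of preparations. Without MEL preparation A none of these differences stays below an adjusted p of 0.05, and none does without MEL preparation B. Without ES-EP preparation A the one on chromosome 15 alone does.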

We used qChIP to verify that some of the rare loci enriched in one cell type are indeed differentially occupied in the two cell types (Figure S1). 

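Compared over 2 preparations per cell type with limma (voom), 609 of 33,749 merged peaks differed between MEL cells and ES-EP (adjusted p below 0.05, Benjamini-Hochberg), 414 of them higher in MEL cells and 195 in ES-EP. At an unadjusted p below 0.05 there were 5,815. The count depends on the fit in both directions. It was 1,661 with log2 of depth-scaled counts and 3,335 with median-ratio scaling. With the letter of the preparation as a block it was 334, and with a minimum of 20 reads 223 of 29,168 peaks. With 2 preparations a side the count is not stable, and leaving out either MEL preparation gives 0 peaks (3,485 and 3,692 at an unadjusted p below 0.05). Nor is the split by direction, with 35 higher in MEL cells and 175 in ES-EP without ES-EP preparation B. The 3 MEL peaks with the largest differences lie in introns of Ankrd35, Pde10a and F5, with 74 and 79, 53 and 78, and 49 and 68 reads in the MEL preparations against at most 1 read in any ES-EP preparation. Among peaks higher in ES-EP, the first lies 2,288 bp downstream of a TSS of Olfr1040 (64 and 35 reads against 0 and 0, input 0 in both cell types), and the next are the Mta3 amplicon and a second intron peak of Mta3 (54 and 40 reads against 0 and 1). From the few peaks that pass the 5-fold rule, the correlation of reads and the likeness of the signal tracks, the paper concludes that PU.1 binds in a highly similar pattern in normal and leukemic erythroid cells.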

Overall, our results indicate that the binding patterns of PU.1 are highly similar in normal and leukemic erythroid cells.

**Figure 1:**
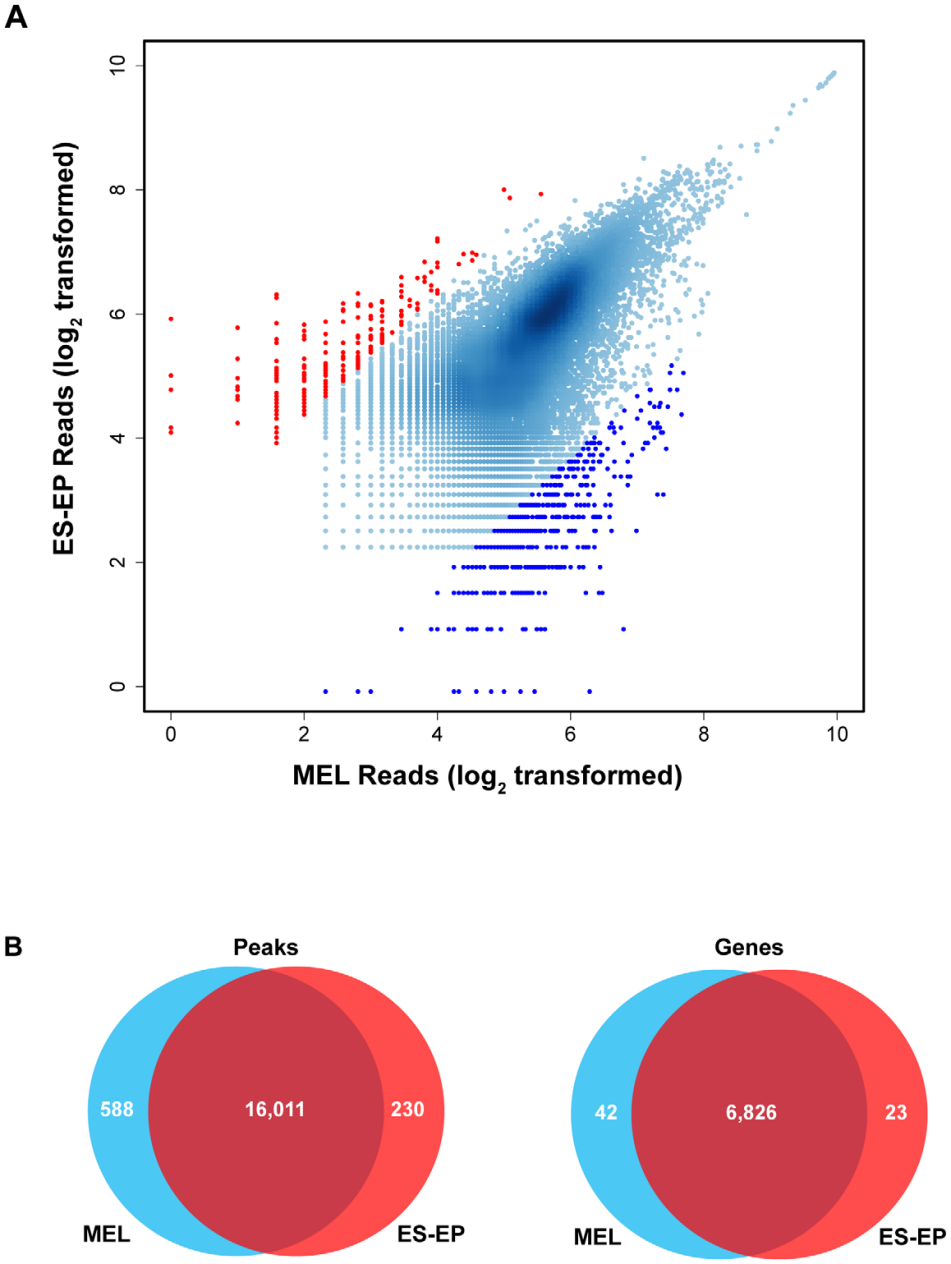
Genome-wide binding of PU.1 is very similar in ES-EP and MEL cells. (A) ChIP-Seq peaks were identified as described in Materials and Methods. A point represents the log_2_ of the number of sequence reads from ES-EP and MEL cells contained in a peak. Each peak was assigned to one of two categories based on the ratio of the number of reads in the two cell types. Peaks within a ratio ≤5 are classified as shared between both cell types (represented in light blue), whereas peaks with a ratio >5 are enriched in a cell specific manner (represented in red for ES-EP or dark blue for MEL cells). (B) Venn diagrams illustrate the number of peaks (left) or genes with a peak within 2 kb of TSSs (right) in ES-EP and MEL cells (colors as A).

**Figure 2:**
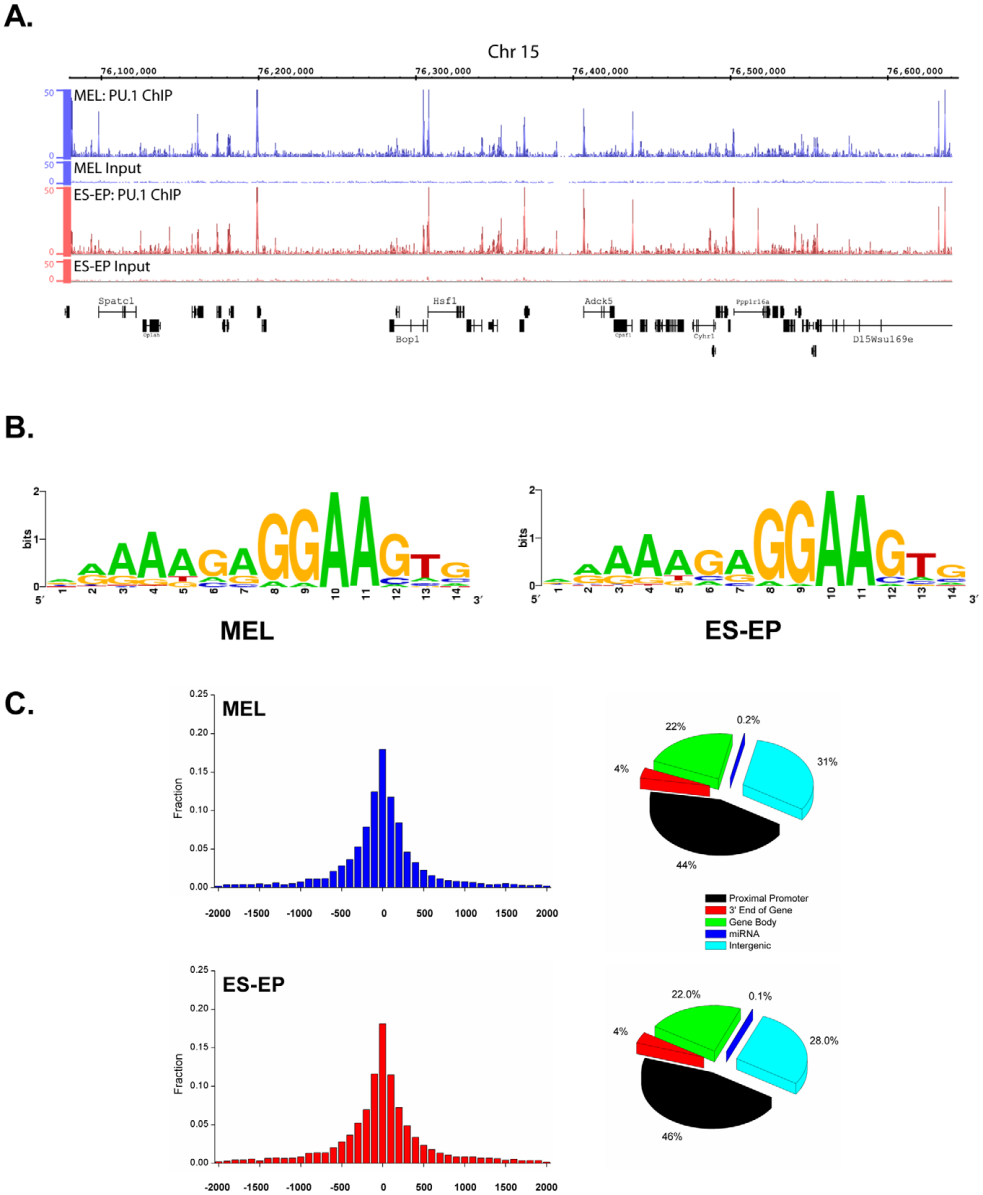
Properties of the PU.1 ChIP-Seq peaks in ES-EP and MEL cells. (A) Sample signal tracks of PU.1 ChIP-Seq data from MEL cells and ES-EP are shown for an ∼500 kb region of chromosome 15 in the Integrated Genome Browser (IGB) (Affymetrix), with the y-axis representing the number of reads. Input DNA controls are also shown for both cell types. (B) Sequence logos for the enriched motifs within PU.1 ChIP-Seq peaks from MEL (left) and ES-EP (right) cells, derived from MEME motif analysis (see Materials and Methods). (C) The distance between each PU.1 ChIP-Seq peak and the TSS within 2 kb was computed and the results are binned and plotted for MEL (top left) and ES-EP (bottom left). Peaks were further annotated by their genomic locations with respect to current gene annotation (right) and classified as proximal promoter (+/−2 kb of TSS), 3′ end of gene (+/−2 kb of TES), gene body (between +2 kb of TSS and −2 kb of TES), miRNA promoters, or otherwise intergenic regions.

Since PU.1 occupies a surprisingly large number (>16,000) of sites in ES-EP and MEL cells (Figure 1B), it was of interest to determine whether association of PU.1 with such sites is directed by a PU.1 consensus binding sequence or whether many of these sites do not contain such a sequence, which would suggest that PU.1 occupancy is likely due to protein-protein interactions with other transcription factors. Analysis of the ChIP-Seq peaks in ES-EP and MEL cells with the MEME program [26] generated the position-weighted matrices shown in Figure 2B. 

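A matrix of 14 positions was learned from every second peak, starting from the most over-represented word of 8 bases, ACTTCCTC, which is the reverse complement of a GGAA core. Its consensus is AAAGAGGAAGTGGG. Matrices learned from the MEL peaks and from the ES-EP peaks separately had a correlation of 0.99 over their entries.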

The matrices, which are nearly identical for the two cell types, contain a purine-rich core sequence, GGAA, corresponding to the previously described core sequence present in PU.1 binding sites [27], [28] and matching the known binding sequence of the Ets family of transcription factors [19]. However, our analysis also identified a bias for an AAAGA sequence upstream of the purine-rich core, consistent with a recent report [17]. 

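In the matrix of all peaks the 5 positions upstream of the core have A in 60.9, 66.6 and 59.7%, G in 69.5% and A in 71.0% of sites. The first G and the first A of the core, at 92.5 and 88.3%, vary less.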

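Purines make up more than 50% of the sites at 13 of the 14 positions and more than 75% at 11. The exception is position 11, where T has 56.2%.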

Of note, 13 of 14 positions in the matrices have a strong bias for purine residues. 

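Scored on the peaks not used for learning, 44.7% of shared peaks (6,929 of 15,492) have a site above the threshold that 10.0% of GC-matched background sequences pass (Fisher's exact test, odds ratio 7.27). The share is 44.5% of the peaks called in MEL cells and 53.0% of those called in ES-EP. The threshold sets the level, with 34.3% of shared peaks at a background of 5% and 57.1% at 20%, while a 200 bp window gives 52.3%. Shared peaks within 2 kb of a TSS have a site in 20.6% (1,216 of 5,902) and the others in 59.6% (5,713 of 9,590), under the same threshold for both (odds ratio 0.176). The background follows the GC content of all peaks (median 49.6%), while shared peaks near a TSS have 66.0%. The threshold is therefore not matched to them, and the size of this gap may depend on it. From the share of peaks with the motif, the paper concludes that PU.1 contacts DNA directly at most of its sites.

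**Figure D1:**
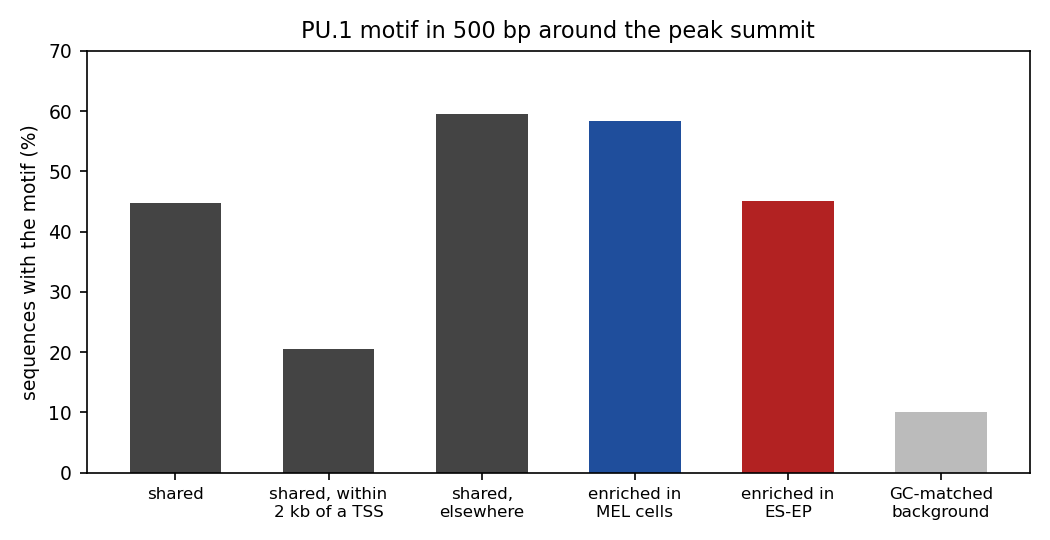
Percent of peaks with a PU.1 motif site (y axis) for each class of peaks (x axis), counted on peaks not used to learn the matrix, beside GC-matched background sequences. Shared peaks stand at 44.7% and the background at 10.0%, and shared peaks near a TSS are the lowest class at 20.6%. The background was matched to the GC content of all peaks together and not to that of each class.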

We found that 74% of peaks shared in ES-EP and MEL cells contain the consensus motif shown in Figure 2B, indicating that occupancy by PU.1 at the majority of observed sites is due to direct interaction between PU.1 and DNA. MEME analysis of the 26% of peaks that did not contain a PU.1 consensus motif showed enrichment for highly repetitive sequences that did not match any known transcription factor binding sites in the TRANSFAC database (data not shown).

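Among the shared peaks, low-complexity sequence takes up 2.21% of those without a site (189 of 8,563) and 1.02% of those with one (71 of 6,929; two-sided Fisher's exact test, p = 7.41e-09). The cut for low complexity was set on GC-matched background sequences, so their 4.85% follows from it. These sequences are matched to the GC content of all peaks, with a median of 49.6%. The peaks without a site have a median GC content of 61.2% against 46.2% with a site, and 54.7% of them lie within 2 kb of a TSS against 17.5%.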

### PU.1 binds near transcription start sites and regulates a large number of genes in immature erythroid cells

To better understand the network of genes that are potentially regulated by PU.1 in immature erythroid cells, we sought to associate peaks with genes. We determined that 6,826 of the PU.1 occupied sites shared by ES-EP and MEL cells lie within 2 kb of the transcription start site (TSS) of known genes (referred to as the proximal promoter) (Figure 1B right). Moreover, we find that the greatest concentration of peaks within the proximal promoter is found at the TSS in both cell types (Figure 2C left). 

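With the protein-coding genes of GENCODE on the same assembly, 11,814 shared peaks lie within 2 kb of a TSS, and 9,664 genes (43.5% of 22,219) have such a peak. Genes whose only peaks within 2 kb are enriched in one cell type number 110 for MEL cells and 60 for ES-EP.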

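In steps of 100 bp, the bin centred on the TSS holds the most peaks in both cell types, with 2,262 (22.0% of the peaks within 2 kb) in MEL cells and 1,606 (26.1%) in ES-EP. The bins 1,500 bp upstream and downstream hold 0.418 and 0.574% in MEL cells and 0.503 and 0.601% in ES-EP.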

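Of the peaks called in MEL cells, 42.3% lie within 2 kb of a TSS, 4.43% at the 3′ end of a gene, 23.5% in a gene body, 0.136% at a miRNA promoter and 29.6% in intergenic regions. The corresponding shares for ES-EP are 30.6, 4.63, 30.1, 0.109 and 34.5%. A gene or its 2 kb flanks hold 70.3% of the MEL peaks and 65.4% of the ES-EP peaks. Random positions fall in intergenic regions in 58.7% and within 2 kb of a TSS in 4.39%. From this distribution the paper proposes that PU.1 regulates transcription mainly through short-range interactions with the transcription machinery.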

Further analysis of the genome-wide distribution of peaks showed that ∼70% of peaks are found either within a gene structure or in the flanking 2 kb region, whereas ∼30% of peaks are located in intergenic regions, suggesting the main mechanism of PU.1-mediated transcriptional regulation is through short-range interactions with the transcriptional machinery (Figure 2C right). This is in contrast to recent reports on the distribution of PU.1 in other hematopoietic cell types [17], [18], [29] and our unpublished data in macrophages and B-cells (see Discussion). 

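Within 2 kb of a TSS lie 38.2% of shared peaks, 10.9% of peaks enriched in MEL cells (181) and 8.50% of those enriched in ES-EP (96). Shared peaks differ from both classes in two-sided Fisher's exact tests, with odds ratios of 5.06 (p = 9.14e-133) and 6.64 (p = 1.16e-111), where each peak counts once. The smallest difference among the alternatives arose without MEL preparation B, with 31.8% of shared and 19.8% of enriched peaks (odds ratio 1.89).

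**Figure D2:**
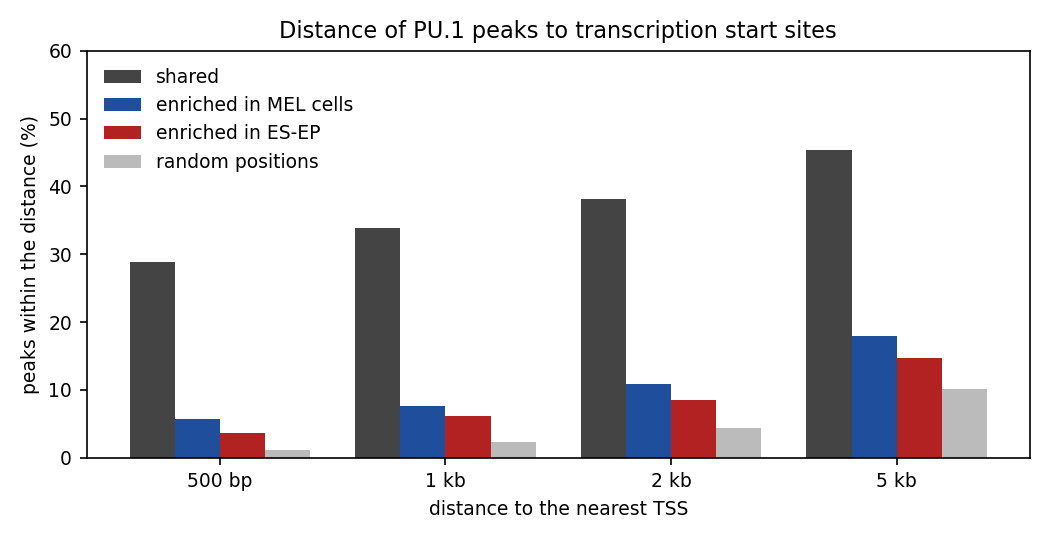
Percent of peaks (y axis) within 500 bp, 1 kb, 2 kb and 5 kb of the nearest TSS (x axis) for shared peaks, peaks enriched in MEL cells, peaks enriched in ES-EP and random positions. At 500 bp the shares are 28.9, 5.71, 3.63 and 1.19%, and at 5 kb they are 45.3, 17.9, 14.7 and 10.1%.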

Interestingly, a larger percentage (∼40%) of shared peaks lie within proximal promoters, whereas a much smaller percentage (∼10%) of the peaks enriched in either ES-EP or MEL cells exhibit this characteristic (Figure S2A). Moreover, MEME analysis showed that the weighted matrices of the enriched peaks are slightly different from the weighted matrices from all peaks (compare Figure 2B and Figure S2B).

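Learned on the enriched peaks alone, the matrix of the ES-EP class ends in AA where the matrix of all peaks ends in GG (consensus AAAGAGGAAGTGAA), and the matrix of the MEL class has the consensus of all peaks. Their entries correlate with those of all peaks with r = 0.992 (ES-EP) and 0.994 (MEL). A site is found in 58.3% of the peaks enriched in MEL cells (471 of 808), more often than in shared peaks (two-sided Fisher's exact test, odds ratio of shared to enriched 0.579, p = 6.16e-14). In the peaks enriched in ES-EP the share of 45.1% (259 of 574) did not differ detectably from shared peaks (Fisher's exact test, odds ratio 0.984, p = 0.864). Both comparisons depend on location, since fewer of the enriched peaks lie near a TSS. In a split made after these values were seen, peaks away from TSSs have a site in 59.6% of the shared class, 59.5% of the MEL class (Fisher's exact test, odds ratio 1.00, p = 1.0) and 45.8% of the ES-EP class (odds ratio 1.75, p = 7.20e-10). Within 2 kb of a TSS the shares are 20.6, 47.6 (40 of 84) and 38.9% (21 of 54).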

Since PU.1 was found to bind to many genes, it was important to understand the functional consequences of PU.1 occupancy in immature erythroid cells. Therefore, we correlated the PU.1 ChIP-Seq data with two types of mRNA profiling in these cells. First, we compared the transcriptomes of ES-EP and MEL cells. We found that the mRNA profiles of the two cell types are quite similar, despite the differences in their phenotypic properties (Figure S3). Nevertheless, we identified 758 genes that are occupied by PU.1 near their TSS (PU.1 target genes) and that are differentially expressed by 2-fold or more between the two cell types (440 genes upregulated in ES-EP and 318 genes upregulated in MEL). For these genes, we compared their PU.1 occupancy (represented as the number of reads in the PU.1 peak(s) near their TSS) with their relative levels of expression in the two cell types. This analysis showed that genes differentially expressed ≥2-fold more in one cell type have higher PU.1 occupancy in that cell type (Figure 3A). This result suggests that, for genes differentially expressed between the two cell types, PU.1 occupancy often leads to upregulation of the gene's expression in that cell type, and hence PU.1 is acting on such genes primarily as a transcriptional activator. Consistent with this view, we also find in both ES-EP and MEL cells that the average level of expression of PU.1 target genes is significantly higher than that of non-PU.1 target genes (Figure 3B).

**Figure 3:**
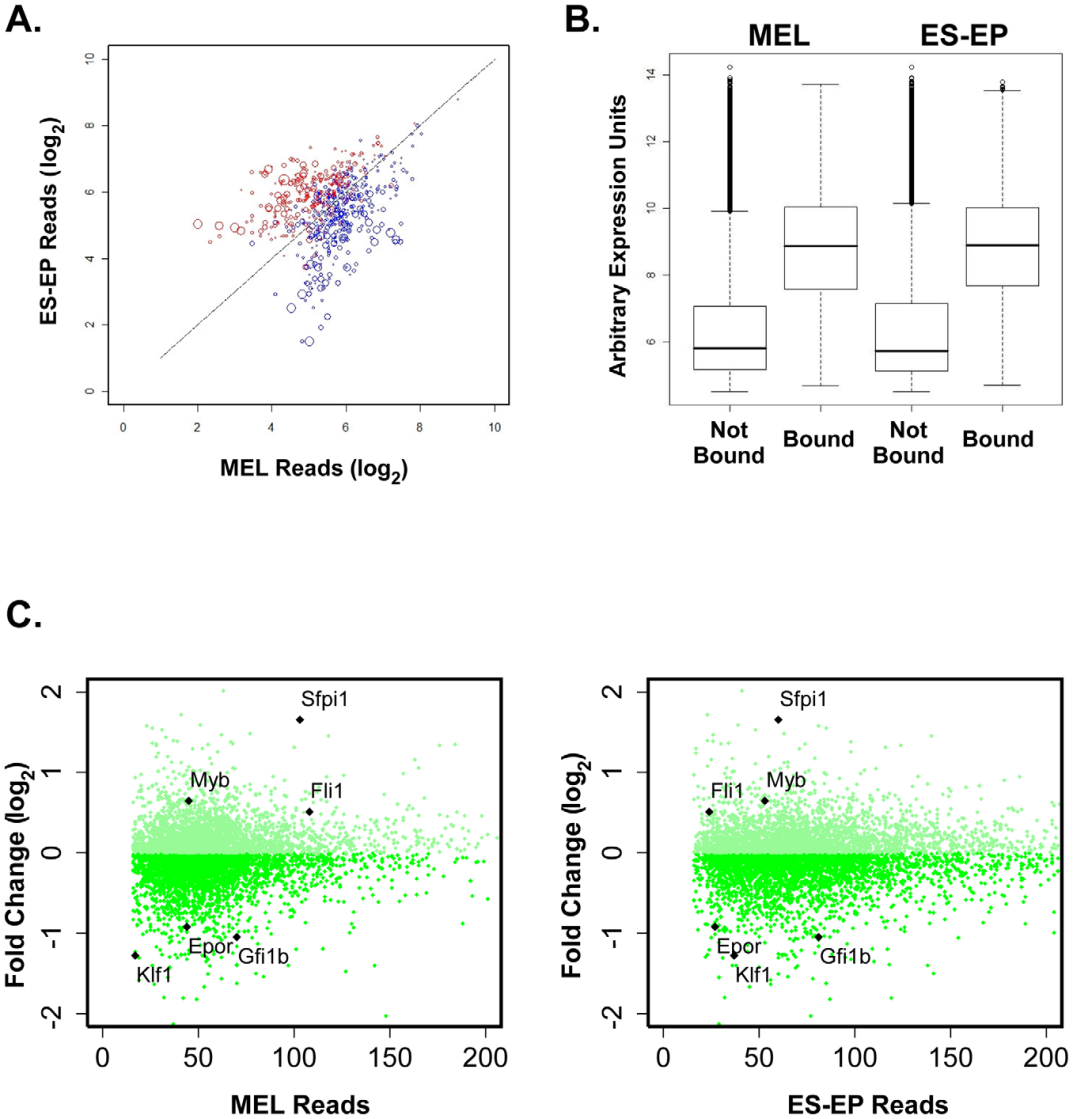
PU.1-dependent gene expression in erythroid cells. (A) PU.1 target genes with a 2-fold expression difference (as measured by Affymetrix gene array) between MEL and ES-EP cells were identified. The log_2_ of the number of PU.1 ChIP-Seq reads within peaks of these genes' promoters are computed and plotted here. Blue circles represent genes for which expression is higher in MEL cells, while red circles represent genes for which expression is higher in ES-EP. The diameter of each circle is proportional to the degree of difference in gene expression between the two cell types. (B) The expression levels of genes with and without PU.1 bound at proximal promoters in MEL and ES-EP are shown as boxplots, with the lower and upper sides of the box representing the lower and upper quartiles, respectively, and the line in the box representing the median expression value. (C) The log_2_ratio of the fold change in gene expression from early erythroid progenitors derived from wild-type embryos compared with PU.1 low embryos for genes bound by PU.1 in MEL (left) or ES-EP (right) are plotted as a function of the number of reads associated with the peak(s) corresponding to each gene. The positions of the values for Klf1, EpoR, Gfi1b, Myb, Fli1, and Sfpi1 in the plots are labeled.

To determine how PU.1 affects the expression of its target genes, we combined the ChIP-Seq data with comparative gene expression analysis of fetal liver erythroid progenitors from wild-type E13.5–14.0 embryos and embryos that have a deletion in an Upstream Regulatory Element (URE) at the *Sfpi1* locus encoding PU.1, resulting in reduced PU.1 expression [30]. mRNA profiling was performed on very early committed erythroid progenitors (CD71^med^ TER119^low^) isolated by flow cytometry [31]. The PU.1 mRNA level was found to be reduced by about 70% in the PU.1 low erythroid progenitors relative to wild-type progenitors (Figure 3C), similar to reports in other cell types [30], [32], [33]. The gene expression analysis revealed that 617 genes are up regulated and 836 genes are down regulated by PU.1 at least 1.5 fold in these cells. Of these 1453 genes exhibiting PU.1 dependent expression in erythroid progenitors, 504 genes (35%) have PU.1 bound within 2 kb of their TSS. Therefore, 7.4% (504/6826) of PU.1 bound genes are regulated by PU.1. Interestingly, when we correlated the gene expression changes in erythroid cells to the level of PU.1 occupancy, we found that genes exhibiting the strongest PU.1-dependent gene expression changes have a lower level of PU.1 binding (Figure 3C), a phenomenon that needs to be further explored. These findings reveal that a large number of genes are bound and regulated in a PU.1-dependent manner in erythroid progenitors.

### PU.1 regulates genes involved in controlling erythroid differentiation

Besides PU.1, a number of other factors have been shown to be involved in regulating erythroid differentiation and erythroid-specific gene expression. For example, the Ets protein Fli-1 [34], [35] and c-Myb [36], [37], like PU.1, inhibit erythroid differentiation, whereas Gfi-1b [38], the erythropoietin receptor (EpoR) [39], and the erythroid kruppel-like factor Klf1 [40], [41] promote erythroid differentiation. Comparative gene expression analysis in wild-type and PU.1 low erythroid progenitors revealed that c-myb and Fli-1 are upregulated by PU.1, whereas Gfi-1b, Klf1, and EpoR are significantly downregulated (Figure 3C). Furthermore, our ChIP-Seq data shows PU.1 occupancy either very near to the TSS and/or within the transcribed region of each of these genes in both normal ES-EP and MEL cells (Figure 4A and 4B). These data were confirmed by qChIP in both cell types (Figure 4C and 4D). 

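Within the genes and 2 kb around them, MEL cells have 3 called peaks at Myb, 8 at Fli1, 1 at Gfi1b, 1 at Klf1 and 1 at Epor. ES-EP have 1 at Myb, 0 at Fli1, 4 at Gfi1b, 2 at Klf1 and 0 at Epor. Under 11 alternative settings for calling in each cell type, a MEL peak stays at Klf1 in 5, at Myb in 8 and at Epor in 8, an ES-EP peak stays at Myb in 8 and at Klf1 in 9, and none appears in ES-EP at Fli1 or Epor. In 500 bp around the highest point within 1 kb of each Table S2 amplicon, ChIP reads were compared with input by a two-sided exact binomial test, a test on reads and not on replicates, with Benjamini-Hochberg adjustment over the loci. At the c-myb amplicon, 239 bp from the TSS, MEL preparations A and B have 15 and 11 reads against 1 input read (8.78-fold, 95% interval 1.44 to 359.8, adjusted p 0.00947), while ES-EP have 17 and 13 reads against 21 (0.801-fold, adjusted p 0.573). The Fli-1 amplicon, 573 bp from the TSS, has 22 and 52 reads against 2 in MEL cells (12.5-fold, 3.34 to 105.0, adjusted p 4.91e-07) and 9 and 6 against 6 in ES-EP (1.40-fold, adjusted p 0.732). Its reads are 5.21-fold higher in MEL cells, in 4 of 4 pairs of preparations, without passing the limma threshold (log2 fold change 2.21, SE 0.69, adjusted p 0.0603), which it does pass with median-ratio scaling (adjusted p 0.000391) and with each library as a sample (adjusted p 0.00405), where 2 libraries of a preparation count as if independent. It also passes in a fit chosen after the results were seen, over all libraries with the preparation as a random block (limma adjusted p 0.0307). Near Klf1, 676 bp upstream of the TSS, MEL cells have 3 and 8 reads against 4 (0.928-fold, adjusted p 1.0) and ES-EP have 20 and 20 against 9 (2.49-fold, adjusted p 0.0178). A higher Klf1 peak, called in both cell types, lies 1,224 bp from the TSS with 36 MEL and 108 ES-EP reads. For EpoR, 919 bp from the TSS, the reads are 11 and 27 against 5 (2.57-fold, adjusted p 0.0629) and 10 and 14 against 10 (1.35-fold, adjusted p 0.579). The MEL ratio passes in 1,000 bp (adjusted p 0.032), with at most 1 read per position and strand (0.0443) and without MEL preparation A (0.0128). The MEL ratio at c-myb does not pass in 200 bp (adjusted p 0.0541) or 1,000 bp (0.0685), and the ES-EP ratio near Klf1 does not pass in 1,000 bp (0.539) or without ES-EP preparation A (0.0785). Of these genes Gfi-1b has the highest ES-EP ratio, at its TSS, with 49 and 30 reads against 4 (11.1-fold, adjusted p 1.03e-10), and 29 and 45 against 2 in MEL cells. The amplicon at the PU.1 TSS is not in a merged peak, with 7 and 8 reads against 3 in MEL cells (1.69-fold, 95% interval 0.477 to 9.10, adjusted p 0.634) and 7 and 13 against 4 in ES-EP (2.80-fold, adjusted p 0.0777).

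**Figure D3:**
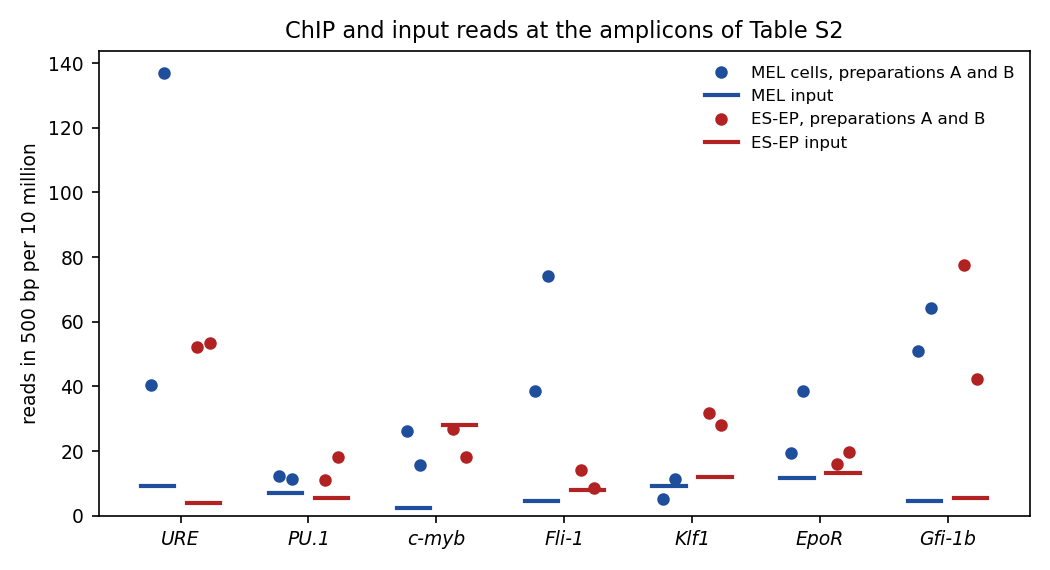
ChIP reads per 10,000,000 reads (y axis) in 500 bp at the amplicons of the genes in Figure 4 (x axis), 1 point per preparation, with the input as a line for each cell type. MEL points stand far above the input line at Fli-1, Gfi-1b and the URE, while the ES-EP input at c-myb (21 reads) lies near the ES-EP points.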

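The URE amplicon lies 13.6 kb upstream of the amplicon at the PU.1 TSS. MEL preparations A and B have 23 and 96 reads there against 4 in the input (10.0-fold, exact binomial test adjusted p 2.55e-10), and ES-EP have 33 and 38 against 3 (13.3-fold, 95% interval 4.36 to 65.9, adjusted p 2.27e-10). No difference between the cell types was detectable (limma log2 fold change 0.47, SE 0.72, adjusted p 0.736; higher in MEL cells in 2 of 4 pairs of preparations). The MEL value rests on preparation B, without which the log2 fold change is -0.38. GENCODE places this amplicon in an intron of Sfpi1, 704 bp downstream of a TSS that lies upstream of the PU.1 amplicon.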

Interestingly, we observed very high levels of PU.1 occupancy in erythroid cells at the Upstream Regulatory Element (URE) lying ∼14 kb upstream of the PU.1 (Sfpi1) gene itself (Figure 4AIII and 4C). The URE has been shown to have a strong positive effect on PU.1 expression in myeloid cells [30], [42]. Indeed, deletion of the URE element resulted in about a 70% reduction of PU.1 in early fetal liver erythroid progenitors, similar to other cell types, suggesting PU.1 upregulates its own expression in immature erythroid cells (Figure 3C, [30], [32], [33]. The direct positive and negative effects of PU.1 on expression of the aforementioned genes fit well with their observed roles in erythroid differentiation, further strengthening the idea that PU.1 controls the differentiation decision in erythroid cells.

**Figure 4:**
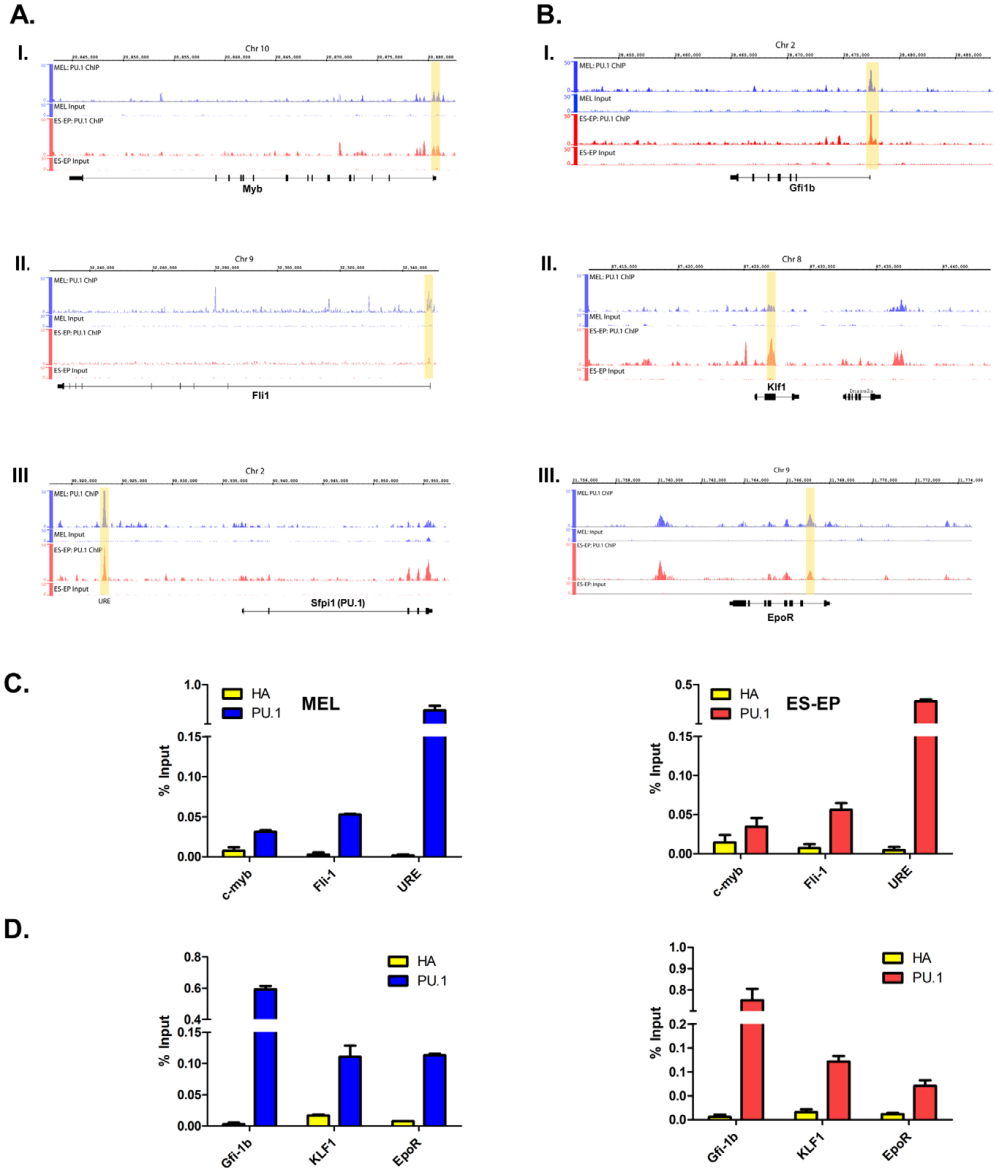
PU.1 regulates genes involved in controlling erythroid differentiation. (A) and (B) Signal tracks of PU.1 ChIP-Seq data from MEL cells (blue) and ES-EP (red) in the vicinity of the genes depicted schematically (black) using IGB. Myb, Fli1, Gfi1b, and EpoR are transcribed from the negative strand (right to left), whereas Sfpi1 (PU.1) and Klf1 are expressed in the sense direction (left to right). Input DNA controls are also shown for both cell types. (C) and (D) qChIP validations of PU.1 occupancy at the regions highlighted in yellow in (A) and (B). qChIP was performed as described in Materials and Methods with chromatin from MEL cells (left) and ES-EP (right) with primers described in Table S2. A HA antibody was used as an isotype control. Standard deviations were calculated from triplicate PCR reactions. Similar results were obtained with at least two independent chromatin preparations.

### PU.1 regulates several pathways involved in controlling the growth and survival of immature erythroid cells

To further understand the categories of genes and biological pathways regulated by PU.1 in erythroid cells, we analyzed the ChIP-Seq PU.1 targets with Ingenuity Pathway Analysis (IPA) software. Table S1 shows the ten most significantly over-represented categories of molecular and cellular functions that are represented in the PU.1 target genes in both ES-EP and MEL cells. Interestingly, the two categories at the top are gene expression and cell cycle. To validate that PU.1 does indeed bind within the proximal promoter of genes in these two categories, we carried out qChIP experiments on a total of 32 genes, in both ES-EP and MEL cells. 84% and 94% of the 32 genes in each cell type, respectively, were validated for PU.1 occupancy by qChIP (Figure 4, Figure S1, and Figure S4).

IPA analysis also revealed several important cellular pathways that are regulated by PU.1 in erythroid cells. For example, 58% (79/137) of genes involved in the PI3K/Akt signaling pathway are occupied by PU.1 in ES-EP and MEL cells (Figure 5A). 

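Of the genes drawn with expression bars in Figure 5A, all but Gab2 have a merged peak at the promoter. Ikbkb has 92 and 227 reads in MEL preparations A and B against 3 in the input, and 423 and 225 in ES-EP against 11. Pik3cg has 19 and 27 against 1 and 79 and 37 against 6, and Grb2 has 23 and 48 against 2 and 106 and 37 against 20. For Akt1 the reads are 41 and 137 against 5 in MEL cells and 61 and 28 against 28 in ES-EP, where the input is high at this promoter. The promoter window of Gab2 has 4 and 10 reads against 3 and 27 and 20 against 26. Peaks at Foxo1, Bcl2, Sos2 and Mdm2 were called in MEL cells alone and that of Ppp2r1a in ES-EP alone. The share of the whole pathway was not analysed here.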

Gene expression analysis of wild-type and PU.1 low erythroid progenitors indicates that many genes that stimulate this pathway are positively regulated by PU.1 (Figure 5A). Another pathway found to be regulated by PU.1 in erythroid cells is the ERK/MAPK signaling pathway. 

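In the ERK/MAPK pathway all the genes drawn with expression bars in Figure 5B have a merged peak at the promoter. Ppp1r10 has 55 and 106 reads in MEL preparations A and B against 7 in the input, and 244 and 146 in ES-EP against 14. For Elf1 they are 15 and 34 against 1 and 63 and 48 against 2, and for Rac2 22 and 99 against 6 and 58 and 40 against 6. Plcg2 has 48 and 123 against 7 and 30 and 19 against 11, higher in MEL cells in 4 of 4 pairs of preparations without passing the limma threshold (log2 fold change 1.73, SE 0.73, adjusted p 0.187). Peaks at Ets1, Prkacb and Sos2 were called in MEL cells alone and those of Pik3c2a and Ppp2r1a in ES-EP alone.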

48% (92/192) of the genes in this IPA pathway are occupied by PU.1 (Figure 5B). As with the PI3K signaling pathway, gene expression analysis shows that PU.1 upregulates many genes that stimulate ERK/MAPK signaling (Figure 5B). IPA analysis also showed that PU.1 regulates the Jak/Stat signaling pathway. 67% (43/64) of the genes in this pathway are occupied by PU.1, and many of these genes are upregulated by PU.1 (data not shown). As discussed below, the PI3K/Akt, ERK/MAPK, and Jak/Stat signaling pathways have all been shown to play important roles in erythroid cell proliferation, survival and differentiation. Therefore, these results indicate that PU.1 regulates many genes and pathways that are crucial for erythroid cell function.

**Figure 5:**
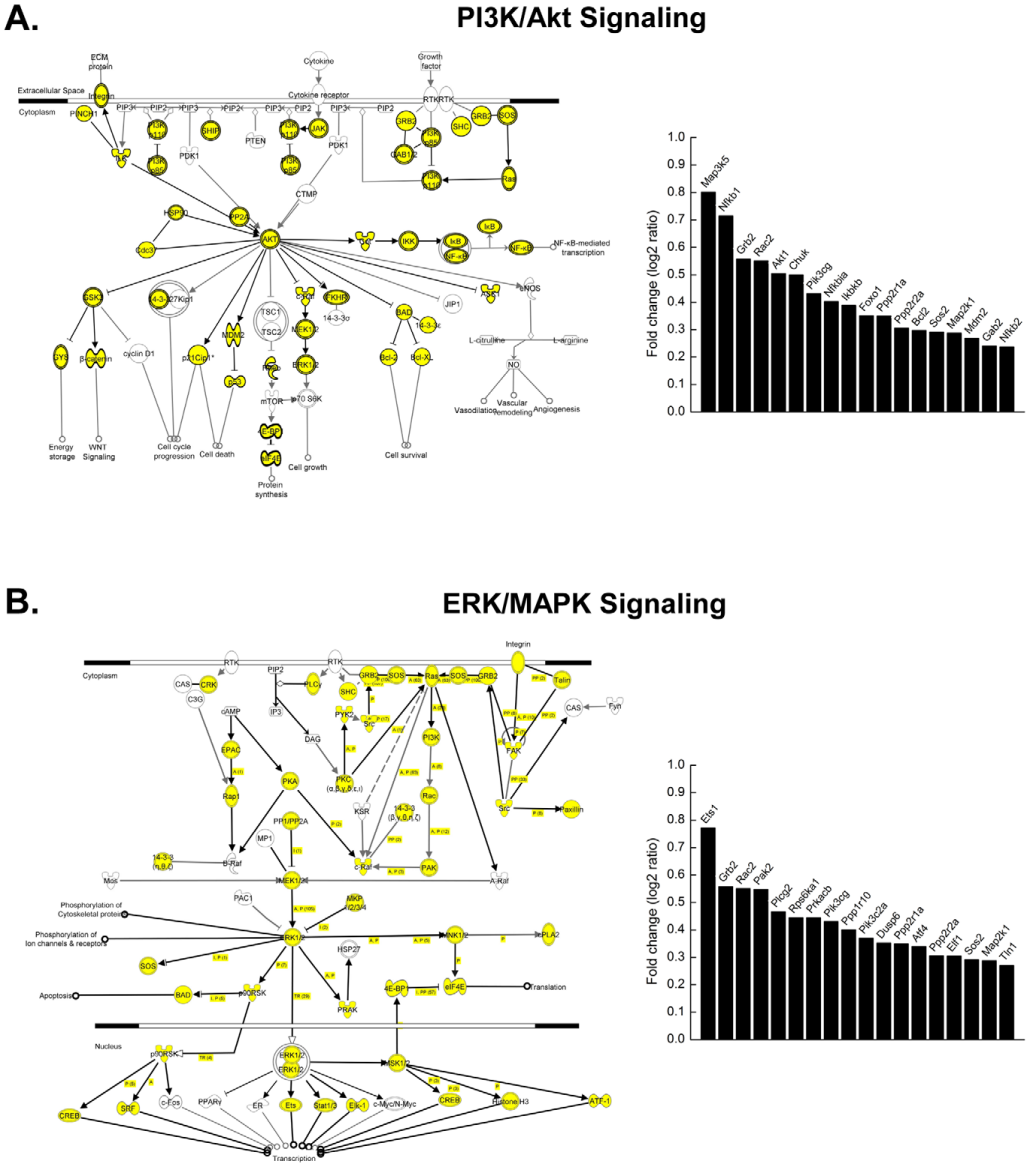
PU.1 regulates many genes in the PI3K/Akt and ERK/MAPK signaling pathways. (A) and (B) IPA analysis was performed as described in Materials and Methods on PU.1 target genes in both ES-EP and MEL cells. The PI3K/Akt and ERK/MAPK signaling pathways were identified as being significantly over-represented among those genes. The left part of each panel depicts all of the components of the indicated IPA pathway. Components denoted with a filled yellow circle indicate that the gene for that component is associated with a PU.1 ChIP-Seq peak in both ES-EP and MEL cells. To the right of each pathway is shown the results of gene expression analysis of the indicated genes in early erythroid progenitors derived from wild-type embryos relative to PU.1 low embryos.

### PU.1 levels regulate the number of early erythroid committed cells *in vivo*

The foregoing results indicate that PU.1 regulates several pathways that control the proliferation, survival and differentiation of erythroid cells. Previous studies reported that *ex vivo* cultures of PU.1-depleted fetal liver erythroblasts [10] or preleukemic erythroblasts [43] exhibit defects in proliferation and increased cell death. To determine whether PU.1 levels regulate the number of erythroid progenitors *in vivo* and the precise stage of its effects, we analyzed the distribution of five distinct populations of erythroid cells in fetal livers of mutant PU.1 low embryos and wild-type littermate embryos [30]. The five populations were identified by flow cytometry analysis for erythroid-specific TER119 and the transferrin receptor (CD71), representing populations of progressively more mature stages of erythroid cells from the earliest erythroid committed cells (R1 - CD71^med^ TER119^low^) to late *orthochromatophilic* erythroblasts and reticulocytes (R5 - CD71^med^ TER119^high^), as described previously [31]. We observed a dose-dependent reduction in the percentage of R1 cells from fetal livers of heterozygous and homozygous mutant embryos compared to wild-type littermate embryos (Figure 6A). Whereas, on average 8.6% of the fetal-liver of wild-type embryos are comprised of R1 cells, this compartment constitutes only 6.1% (t-test p-value 0.045 compared to wild-type) and 2.7% (t-test p-value 0.009 compared to wild-type) in heterozygous and homozygous mutant embryos, respectively. Given that PU.1 promotes several critical pathways involved in promoting survival, we hypothesized that the reduction of the R1 population may be due to increased apoptosis of these cells. Indeed, Annexin-V staining showed that the reduction in R1 cells is due, at least in part, to increased cell death in this population (Figure 6B). These results are consistent with a role for PU.1 in promoting widely utilized pathways for maintaining cell survival in very early erythroid committed cells *in vivo*.

**Figure 6:**
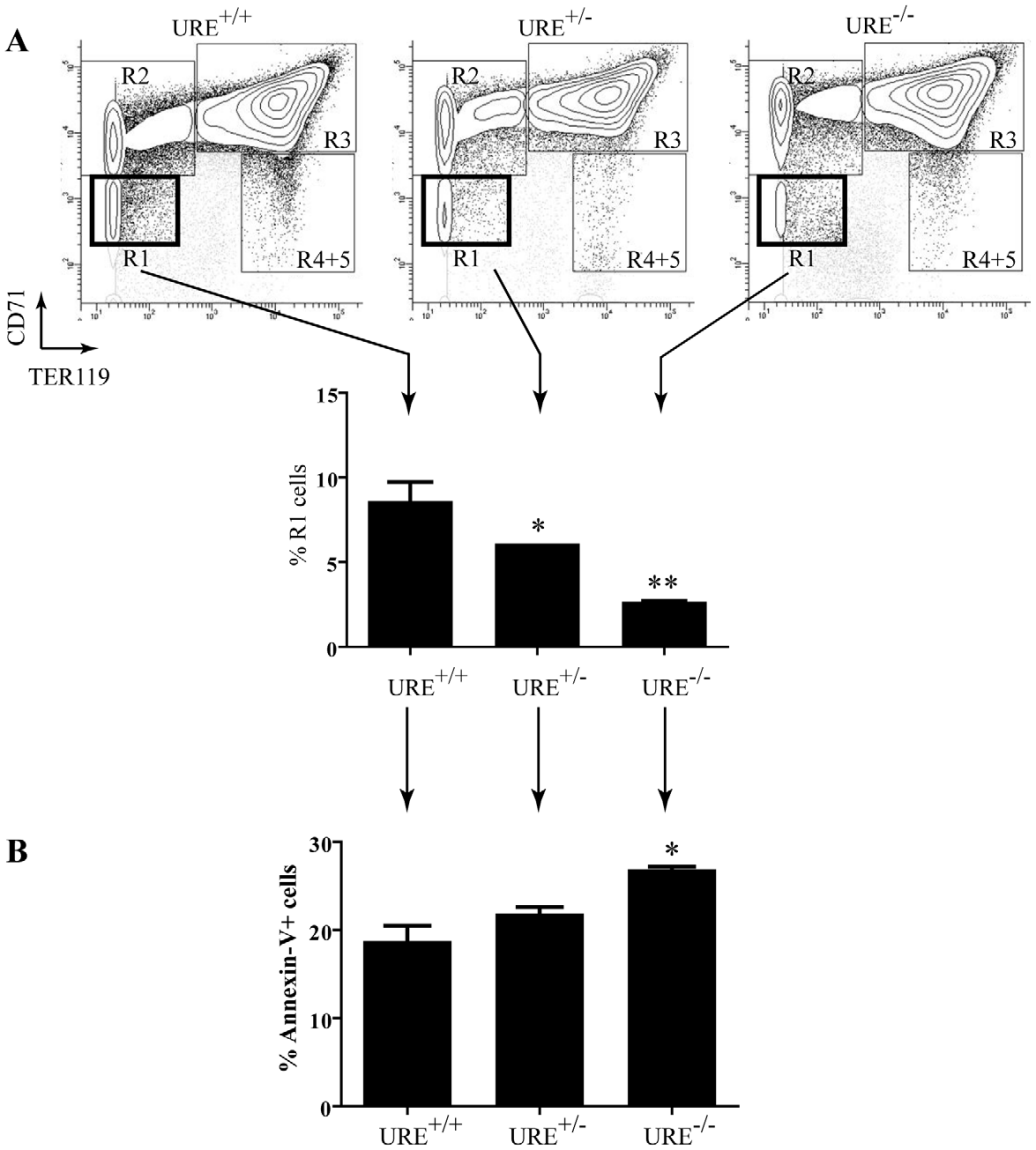
Reduction in early erythroid progenitors in PU.1 depleted embryos. (A) Fetal livers were isolated from E13.5–14 day old embryos from WT (URE^+/+^), heterozygous (URE^+/−^), and homozygous (URE^−/−^) animals. Distinct erythroid populations were identified by staining with TER119 and CD71, with representative stainings shown. The percent of R1 cells present from two animals from each genotype was averaged and is displayed as a bar graph. * t-test<0.05, ** t-test<0.01 compared to URE^+/+^. (B) Apoptosis was analyzed by Annexin-V staining of R1 cells. The percentage of Annexin-V positive cells is shown as an average of two animals from each genotype. *t-test<0.05 compared to URE^+/+^.

### PU.1 may cooperate with E2Fs and other transcription factors in erythroid cells

Lineage determining transcription factors, like PU.1, are thought to function together with other general and cell type-specific transcription factors to modulate gene expression [17], [29]. To identify candidate transcription factors that may cooperate with PU.1 in immature erythroid cells, we scanned the DNA sequences within the shared PU.1 peaks in ES-EP and MEL cells for potential transcription factor binding sites using the TRANSFAC database (see Materials and Methods). The analysis revealed that there is a non-random, statistically significant (p-value<10^−5^) association of PU.1 occupied sites with consensus binding-site sequences for a number of well-studied and less well-studied transcription factors (Figure S5A). For example, consistent with a potential role for PU.1 in cell cycle regulation, consensus binding-site sequences for E2F factors are found within the PU.1 ChIP-Seq peaks. 

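An E2F consensus word (TTTSSCGC, where S is C or G) was counted in place of the TRANSFAC matrices, with words and backgrounds chosen after seeing the data. It occurs in 5.52% of shared peaks within 2 kb of a TSS (652 of 11,814), in 0.67% of random genomic sequences (log2 ratio 3.04, two-sided Fisher's exact test, p = 2.98e-104) and in 3.56% of GC-matched ones (0.63, p = 4.64e-12). Promoters without a peak have it in 2.67% (log2 ratio 1.05, Fisher's exact test, p = 1.05e-29), and promoters without a peak drawn to the same GC content in 5.02% (0.14, not tested). The GC content is 66.0% in the shared promoter peaks, 51.6% in promoters without a peak and 41.6% in random sequences. An Sp1 word (GGGGCGGGG) had 21.9% in these peaks, 10.1% in promoters without a peak and 28.5% in those drawn to the same GC content.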

Consensus binding site sequences for another factor, ETF, which has been implicated in control of organ size via effects on cell proliferation [44], are also enriched within the PU.1 ChIP-Seq peaks.

To determine if E2F factors are indeed associated with PU.1-occupied genes in erythroid cells, we performed qChIP studies of E2F2 and E2F4, two factors that have been reported to be involved in erythropoiesis [45]–[48]. One or both factors were found to bind near the sites occupied by PU.1 in the promoters of a number of genes in MEL cells (Figure S5B, S5C, and Figure S4). Occupancy of PU.1 and E2F2 was more prevalent than PU.1 and E2F4. Interestingly, both E2F2 and E2F4 are present, along with PU.1, at the PU.1 URE itself, while E2F4 and PU.1 are bound to the PU.1 promoter region. Although further studies are needed to understand how E2Fs may cooperate with PU.1 to regulate gene expression in erythroid and possibly other hematopoietic cells, these results support the view that lineage-specific transcription factors work in concert with widely expressed factors.

### PU.1 regulates many of the same genes and pathways in immature erythroid cells and other hematopoietic cells

Since PU.1 is an established transcriptional regulator in myeloid cells, we sought to determine if genes that we observed to be regulated by PU.1 in erythroid cells are also regulated by PU.1 in myeloid cells. We performed qChIP analysis in a myeloid cell line (32D) at 15 gene targets bound by PU.1 in erythroid cells. We found PU.1 bound 100% of these genes in myeloid cells (Figure 7A), consistent with a recent study in which 80% of PU.1 peaks lying close to TSS were found to overlap in macrophages and B cells [17]. Since we also observed that PU.1 regulates many genes in the PI3K/Akt and ERK/MAPK pathways in erythroid cells (Figure 5), we compared our findings with a published gene expression analysis of PU.1 null cells undergoing differentiation to macrophages in response to restoration of PU.1 [49]. We found that, just as we observed in erythroid cells, many of the genes in these two pathways are upregulated by PU.1 in macrophages (Figure S6). Additionally, we also compared all of the genes regulated by PU.1 in early erythroid committed (R1) cells with the macrophage gene expression data, as well as with a gene expression analysis of HSC from PU.1 knockdown mice [33]. Of the genes that we found to be occupied and upregulated by PU.1 at least 1.2-fold in R1 cells, and also annotated in the two other data sets, 58% (94/162) are also upregulated in a PU.1 dependent-manner during macrophage differentiation and 70% (113/162) are similarly regulated in HSC (Figure 7B left). Similarly, of the genes that we found to be bound and repressed by PU.1 in erythroid cells and also represented in the other data sets, 57% (150/265) are also downregulated by PU.1 in macrophages and 51% (134/265) are repressed in a PU.1-dependent manner in HSC (Figure 7B right). We conclude that PU.1 regulates many of the same genes and pathways in immature erythroid cells, myeloid cells and HSC (see Discussion).

**Figure 7:**
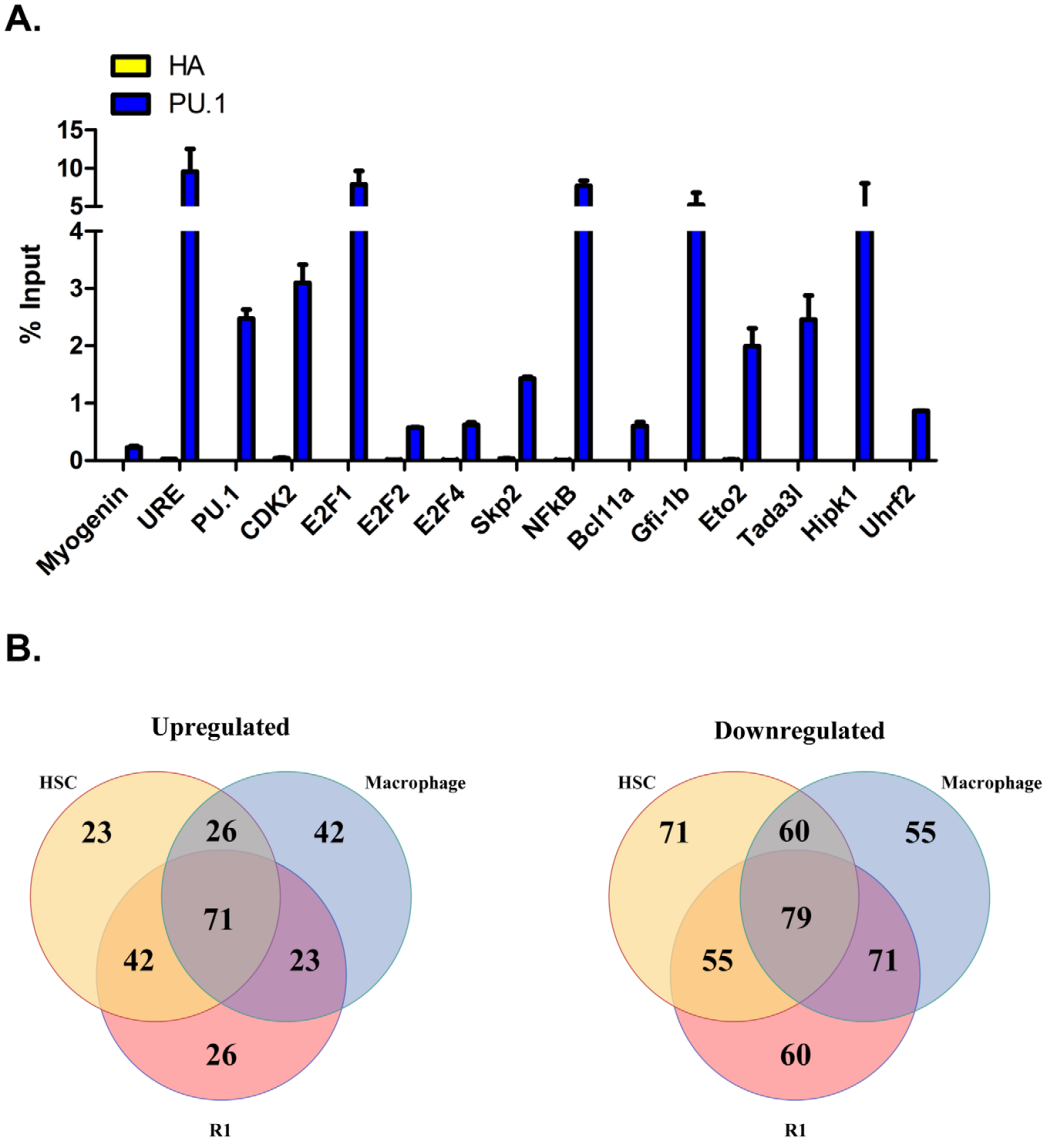
PU.1 occupies many of the same gene targets in myeloid and erythroid cells, and PU.1-dependent gene regulation is similar in HSC, myeloid, and erythroid cells. (A) qChIP was performed for PU.1 as described in Materials and Methods with chromatin from 32D cells using primers described in Table S2. An HA antibody was used as an isotype control. The same primers were used to show that PU.1 binds close to these genes in MEL cells and ES-EP (Figure S5). The myogenin gene serves as a negative control. Standard deviations were calculated from triplicate PCR reactions. Similar results were obtained with at least two independent chromatin preparations. (B) Expression data from PU.1^−/−^ cells stimulated to differentiate into macrophages by the restoration of PU.1 [49] and HSC from PU.1 knockdown mice [33] were used to compare with PU.1 dependent gene regulation in early erythroid progenitors from PU.1 knockdown mice. Of the PU.1 bound genes in MEL and ES-EP that displayed a ≥1.5-fold change in expression, 308 were upregulated and 209 were downregulated. 162 and 265 of these PU.1 dependent genes were annotated in the other 2 datasets. Venn diagrams display the comparisons between the three datasets of these upregulated genes (left) and downregulated genes (right).

## Discussion

### The different roles of PU.1 in immature erythroid cells

PU.1 is a master regulatory transcription factor that plays an essential role in the development of the myeloid and B-cell lineages [4], [5]. However, several lines of evidence suggest that PU.1 also plays important roles in erythropoiesis (see Introduction and Figure 6). Some of its effects are likely attributable to its ability to bind to and repress GATA-1 [3], [7], [50], but it is also very important to understand the global gene expression program controlled by PU.1 in immature erythroid cells. To investigate this program, we first determined the genome-wide binding patterns of PU.1 in normal erythroid progenitors and leukemic erythroblasts. We found that PU.1 occupancy is highly similar in both cell types and that PU.1 binds in close proximity to a large number of genes (Figure 1). Unexpectedly, PU.1 appears to occupy more sites (>16,000) in immature erythroid cells than three essential red blood cell transcription factors, including GATA-1 (reported to occupy between 4,000–14,400 sites) [51]–[54], SCL (<4,500 sites) [55], and Klf1 (<2,000 sites) [56]. Although some of these differences may be due to the use of different peak calling methods or other technical issues such as the use of different antibodies and different cells, our unpublished results on GATA-1 occupancy using the same methods and the same cells lead to a similar conclusion (unpublished data). Interestingly, the genomic distributions of PU.1 in erythroid cells are also dramatically different from that reported for GATA-1 and Klf1. Whereas we found ∼40% of PU.1 bound sites are within 2 kb of TSS (Figure 2), only ∼16% of Klf1 bound sites lie within 1 kb of TSS [56], and only ∼13% of GATA-1 sites are found within −10 kb of TSS [51], consistent with our unpublished results indicating that only 9% of GATA-1 bound sites are within 2 kb of TSS in ES-EP (unpublished data). These results suggest that PU.1 may act independently of these factors, at least at a subset of genes in erythroid progenitors.

Recent work demonstrates that PU.1 directly regulates certain genes that can themselves affect erythroid differentiation. For example, we reported that the CDK6 gene is directly upregulated by PU.1 [11]. Furthermore, we also showed that CDK6, like PU.1, is rapidly downregulated as erythroid cells enter terminal differentiation and that constitutive expression of CDK6 blocks erythroid differentiation [57]. Likewise, Elf-1, another member of the Ets transcription factor family, was shown to be directly upregulated by PU.1 and to negatively regulate erythroid differentiation [22]. Here we report that PU.1 binds in close proximity to the genes that encode Fli1, c-myb, and PU.1 itself (Figure 4). We also showed that PU.1 upregulates the expression of each of these genes (Figure 3C). Like PU.1, Fli1 and c-myb have been shown to block erythroid differentiation [34], [36], [37], [58]–[60]. On the other hand, we also found that PU.1 binds in close proximity to and inhibits expression of genes that promote erythroid differentiation, such as Gfi-1b, EpoR, and Klf1 (Figure 3C and Figure 4) [38]–[41]. Thus, our results show that PU.1 regulates the expression of genes that both inhibit and promote erythroid differentiation.

However, the results reported here also reveal that PU.1 has a much broader role in these cells than simply regulating several factors that control erythroid differentiation. Indeed, the ChIP-Seq and transcriptome analyses show that PU.1 regulates many genes involved in several signaling pathways that are critical for erythropoiesis. These pathways include the PI3K/Akt, ERK/MAPK, and Jak/Stat pathways (Figure 5 and data not shown), all of which have been implicated in survival and proliferation of erythroid progenitors [61]–[64]. Interestingly, the PI3K/Akt and Jak/Stat pathways regulate PU.1 levels in erythroid cells [65], [66]. Taken together, these findings suggest the existence of a feedback loop in which PU.1 controls the expression of many genes in these crucial signaling pathways and these pathways upregulate the expression of PU.1. Our finding that mice with ∼30% of normal PU.1 levels exhibit a marked reduction in the number of the earliest committed fetal liver erythroid progenitors (Figure 6) is consistent with an important role for PU.1 in regulating these pathways *in vivo*. Thus, our studies further advance the concept of master regulatory transcription factors regulating both lineage-specific genes and more widely expressed genes.

### Overlapping functions of PU.1 in several hematopoietic lineages

Several recent papers reported the genome-wide binding patterns of PU.1 in macrophages [17], [18], [20], neutrophilic precursors [19], B-cells [17], and multipotent progenitors cells [29]. Interestingly, the genomic distributions of PU.1 in these cells are quite different from what we observed in erythroid cells. For example, whereas we found that ∼40% of PU.1 occupied sites map within 2 kb of TSS (the overwhelming majority of these being bound within 500 bp of TSS) (Figure 2), one study found that only 12% and 18% of PU.1 binding sites in macrophages and B-cells, respectively, were within 500 bp of TSS [17], and another study in macrophages found only 20% of such sites to be within 2.5 kb of TSS [18]. Similarly, only 23% of PU.1 peaks mapped within 1 kb of TSS in multipotential hematopoietic progenitor cells [29]. It is likely that part of the reason for these differences is the larger number of PU.1 occupied sites in the other cell types compared with erythroid cells. 

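Of the peaks within 2 kb of a TSS, 77.5% in MEL cells, 73.9% in ES-EP and 75.7% of the shared ones lie within 500 bp of it. The median distance to the TSS is 176 bp in MEL cells and 163 bp in ES-EP.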

In fact, comparison of ChIP-Seq data for PU.1 in macrophages and B-cells that we have generated, which resembles published data, shows that most peaks observed in the erythroid cells are also present in macrophages and B-cells (unpublished data). Consistent with this observation, we found that 100% (15/15) of genes occupied by PU.1 in erythroid cells are also occupied by PU.1 in 32D cells (Figure 7). Furthermore, most of the genes targeted for regulation by PU.1 in erythroid cells are not lineage specific; rather they are genes that are widely expressed in many cell types. This observation begs the question: Does PU.1 control common sets of genes in the several hematopoietic lineages in which it is expressed? To answer this question, we made several different types of comparisons of PU.1 gene targets in erythroid cells, myeloid cells and HSC. For example, we observed that many PU.1 gene targets in the PI3K/Akt and ERK/MAPK pathways that we identified in erythroid cells are similarly regulated by PU.1 in macrophages (Figure 5 and Figure S6). We also found that the majority of genes that are occupied and either positively or negatively regulated in erythroid cells are similarly regulated in macrophages and HSC (Figure 7B). Taken together, these comparative analyses indicate a very significant overlap in PU.1-dependent gene regulation in erythroid cells and other hematopoietic cells.

Much evidence supports the view that PU.1 plays a major role in establishing cellular identity in B-cells and myeloid cells. Finding such an extensive overlap among the PU.1 gene targets in several related but quite distinct hematopoietic cell types raises the question as to how cellular identity is established by PU.1. We suggest that the answer lies, at least in part, in the differences in the levels of PU.1 in different hematopoietic cells. Myeloid cells have the highest level of PU.1, B-cells have an intermediate level [67], and immature erythroid cells have a much lower level [68], [69]. Overexpression of PU.1 in B-cells reprograms the cells to macrophages [70], similar to what has been reported in MEL cells [71], [72]. These observations, taken together with our finding that many widely expressed genes are occupied and similarly regulated by PU.1 in immature erythroid cells, myeloid cells and HSC (Figure 7 and Figure S6), suggest that PU.1 has both shared and lineage-specific functions in these lineages, depending on the level of the factor in each lineage. We suggest that even at low concentrations, PU.1 can promote ubiquitous cellular functions such as proliferation and survival. Indeed, PU.1 has been reported to promote proliferation of both erythroid progenitors [10], [43] and bone marrow derived macrophages [73]. However, higher concentrations of PU.1 are required to promote its lineage-specific functions [67], [70]–[72]. It will be interesting to determine whether this principle of overlapping gene networks regulated by a transcription factor in several related lineages, proposed here for PU.1, is applicable to master transcriptional regulators in other developmental systems.

## Materials and Methods

### Cell culture

MEL cells (clone DS19) stably expressing a GATA-1-estrogen receptor ligand-binding domain (ER) fusion protein (GATA-1/ER) was described previously [74]. ES-EP cells were cultured as previously described [23]. Further details can be found in Text S1.

### qChIP and ChIP-Seq

qChIP was performed as previously described [11]. ChIP for ChIP-Seq analysis was performed similarly but using 5×10^7^ cells and 60 µg of anti-PU.1 antiserum. A list of antibodies used in this study, along with further information on processing of ChIP-Seq samples can be found in Text S1. A summary of PU.1 ChIP-Seq data can be found in Dataset S1.

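The first 1,999 lines of Dataset S1 were at hand and hold 1,920 distinct peaks, and the rest of the list is not used here. With the reads listed there, 95.5% of these peaks differ by at most 5-fold, 66 are enriched in MEL cells and 21 in ES-EP, and reads correlate across peaks with r = 0.610 (log2) and 0.778 (untransformed). A full position is readable for 1,364 of them, and 93.3% of these (1,273) lie within 250 bp of a peak called here. Recounted from the alignments in 500 bp, 91.5% of the 1,364 peaks were shared, and log2 reads correlated with those listed with r = 0.910 (MEL) and 0.940 (ES-EP). In 1,000 bp the share was 94.6% and these correlations were 0.954 and 0.969.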

### ChIP-Seq data analysis

Uniquely mapped reads from ChIP-Seq data were mapped to the mouse genome (mm9). Details on peak calling and subsequent statistical analysis can be found in Text S1. ChIP-Seq data is deposited on GEO database under the accession number GSE21953.

### Gene expression data analysis

Total RNA was isolated from duplicate cultures of proliferating ES-EP and MEL cells or R1 cells sorted from two wild-type and URE^−/−^ animals using the RNeasy Kit (Qiagen) following the manufacturer's instructions. Total RNA was further processed by the AECOM microarray facility using the standard Affymetrix pipeline and hybridized to GeneChip Mouse Gene 1.0 ST (Affymetrix). This expression data can be accessed from the GEO database under the accession number GSE21953. Subsequent statistical analysis is described in Text S1.

### Motif enrichment analysis

For each PU.1 peak, we extracted a 500-bp sequence around the peak center (i.e., +/−250 bp) and used it for searching *de novo* motifs with the MEME software [26] and also known motifs in the TRANSFAC software suit (release 11) [75]. For motif analysis with TRANSFAC, we utilized the program MATCH in the TRANSFAC software package and applied the default parameters for minimizing the false positive rate (i.e., minFP option). As our background control, we ran MATCH against a randomly chosen set of 10,000 sequences (500-bp each). The enrichment of a known motif in PU.1 peaks was then calculated as the ratio of the motif occurrence frequency in PU.1 peaks and its corresponding frequency in background sequences. P-value was derived with a binomial test of the difference in motif frequency.

## Supporting Information

Dataset S1 PU.1 ChIP-Seq Summary. Summary of PU.1 ChIP-Seq data. File includes all peaks identified in ES-EP and MEL cells. Peaks that are within 2 kb of TSS are assigned with a RefSeq gene.
(2.05 MB XLS) Click here for additional data file.

Figure S1 Comparisons of ChIP-Seq and qChIP data for loci differentially occupied by PU.1 in MEL cells and ES-EP. (A) Comparisons for loci exhibiting enriched occupancy of PU.1 in MEL cells. Panels 1–3 display signal tracks corresponding to 1) a gene-poor region on chromosome 15, 2) the region near the Mxi1 gene, 3) the region near the Dnmt3a gene. Panel 4 shows qChIP analyses near the peaks denoted with arrows in panels 1–3. A HA antibody was used as an isotype control. Sequences of qChIP primers are shown in Table S2. Standard deviations represent the errors from triplicate PCR reactions. Similar results were obtained with at least 2 independent chromatin preps. (B) As in (A) for loci exhibiting enriched occupancy of PU.1 in ES-EP. Panels 1–3 display signal tracks corresponding to 1) a gene-poor region on chromosome 8, 2) the region near the Mta3 gene, 3) the region near the Gpr149 gene.
(0.41 MB PDF) Click here for additional data file.

Figure S2 Properties of PU.1 ChIP-Seq peaks enriched in MEL cells or ES-EP. (A) The percentage of PU.1 ChIP-Seq peaks lying within the indicated distance from the closest TSS was calculated separately for peaks shared by the two cell types (Overlap) or enriched in either MEL cells or ES-EP, as described in Materials and Methods. (B) The derived position-weighted matrices from MEME analyses of PU.1 ChIP-Seq peaks enriched in MEL cells (top) and ES-EP (bottom) are shown. The thymidine [T] and adenosine [A] residues that differ relative to matrices derived from MEME analyses of all PU.1 ChIP-Seq peaks in each cell type (Figure 2B) are highlighted.
(0.27 MB PDF) Click here for additional data file.

Figure S3 High correlation of gene expression in MEL cells and ES-EP. Gene expression levels were obtained separately for MEL cells and ES-EP with the Affymetrix microarray platform. After data processing and normalization, the relative expression of genes in the two samples are shown here as a scatter plot with larger units representing higher expression. The Pearson's correlation coefficient and its statistical significance are shown at the top of the figure.
(0.77 MB PDF) Click here for additional data file.

Figure S4 qChIP validation of PU.1 occupancy near genes involved in gene regulation and cell cycle regulation. (A) and (B) qChIP was performed as described in Materials and Methods with chromatin from MEL cells (top) and ES-EP (bottom) with primers described in Table S2. The genes analyzed represent examples of genes from the IPA gene expression (A) and cell cycle (B) categories that have PU.1 ChIP-Seq peaks within +/−2 kb of their TSS. 

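Of the 34 Table S2 amplicons that could be placed, all but the one at the PU.1 TSS fall in a merged peak. ChIP reads exceeded the input (two-sided exact binomial test on reads, adjusted p below 0.05) at 26 amplicons in MEL cells, 24 in ES-EP and 19 in both. The 34 include the loci of Figure S1, which the paper chose as enriched in a single cell type, so passing in both is not to be looked for there. The highest ratio was at the Tada3l amplicon, which lies in a coding exon of Arpc4, with 179 and 415 reads in MEL preparations A and B against 2 (100.3-fold, 95% interval 27.6 to 829.7) and 573 and 363 in ES-EP against 6 (87.4-fold). Without ES-EP preparation A 13 amplicons passed in both cell types, the lowest number among the alternatives.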

Myogenin and β-HS2 serve as negative and positive controls, respectively. 

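The β-HS2 amplicon, 7,797 bp upstream of Hbb-y, has 14 and 35 reads in MEL preparations A and B against 6 in the input (2.76-fold) and 44 and 21 in ES-EP against 2 (18.2-fold, 95% interval 4.84 to 153.6). The Myogenin amplicon was not placed on the genome and is not analysed here.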

A HA antibody was used as an isotype control. Standard deviations were calculated from triplicate PCR reactions. Similar results were obtained with at least two independent chromatin preparations.
(0.16 MB PDF) Click here for additional data file.

Figure S5 E2F factors occupy PU.1 target genes in MEL cells. (A) DNA sequences from PU.1 ChIP-Seq peaks within the proximal promoter in both ES-EP and MEL cells were analyzed using the TRANSFAC database as described in Materials and Methods. The names of the ten most significant observed transcription factor motifs (p-value<10^−5^) that were found in at least 10% of peaks and ≥2 fold enriched over the expected frequency are shown. The ratio between observed frequency and expected frequency is represented by a log_2_ratio. (B) and (C) qChIP analysis of E2F2 (B) and E2F4 (C) occupancy was performed as described in Materials and Methods at the indicated PU.1 target genes in MEL cells. A HA antibody was used as an isotype control. Standard deviations were calculated from triplicate PCR reactions. Similar results were obtained with at least two independent chromatin preparations. The myogenin locus serves as a negative control.
(0.16 MB PDF) Click here for additional data file.

Figure S6 PU.1 promotes PI3K/Akt and ERK/MAPK signaling in macrophages. A previously published [49] gene expression analysis of PU.1^−/−^ cells induced to differentiate into macrophages was used to generate heatmaps depicting the response of the indicated genes in the PI3K/Akt and ERK/MAPK signaling pathways to the activation of PU.1. The genes shown in this analysis are the same as the genes found to be regulated by PU.1 in MEL cells (Figure 5).
(0.11 MB PDF) Click here for additional data file.

Table S1 Results of Ingenuity Pathway Analysis of PU.1 Target Genes. Ingenuity Pathway Analysis was performed on genes with one or more PU.1 ChIP-Seq peaks within 2 kb of TSS in both MEL and ES-EP. The ten most significant molecular and cellular functions identified are listed in descending order of significance. The number of genes associated with a given function and bound by PU.1 is shown. p-values have been corrected for multiple testing using the Holm-Bonferroni method.
(0.01 MB DOCX) Click here for additional data file.

Table S2 Primers used in this study.
(0.02 MB DOCX) Click here for additional data file.

Text S1 Supplemental Materials and Methods.
(0.06 MB DOC) Click here for additional data file.

# Supplementary material for: A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1
**Source:** PLoS Genet. 2011 Jun 9;7(6):e1001392. doi: 10.1371/journal.pgen.1001392

Figure S5 (Wontakal et. al.)

A. Total Genes

| Motif  | Observed | Expected | Log <sub>2</sub> Ratio |
|--------|----------|----------|------------------------|
| ZF5    | 50%      | 14%      | 1.82                   |
| E2F    | 38%      | 9.5%     | 2.01                   |
| AP2    | 30%      | 5.6%     | 2.42                   |
| ETF    | 22%      | 0.49%    | 5.51                   |
| CHCH   | 28%      | 5.0%     | 2.47                   |
| GC     | 22%      | 3.4%     | 2.68                   |
| Sp1    | 22%      | 3.6%     | 2.58                   |
| ABI4   | 19%      | 3.1%     | 2.59                   |
| Movo-B | 16%      | 2.0%     | 3.03                   |
| Muscle | 15%      | 5.3%     | 1.53                   |

B.

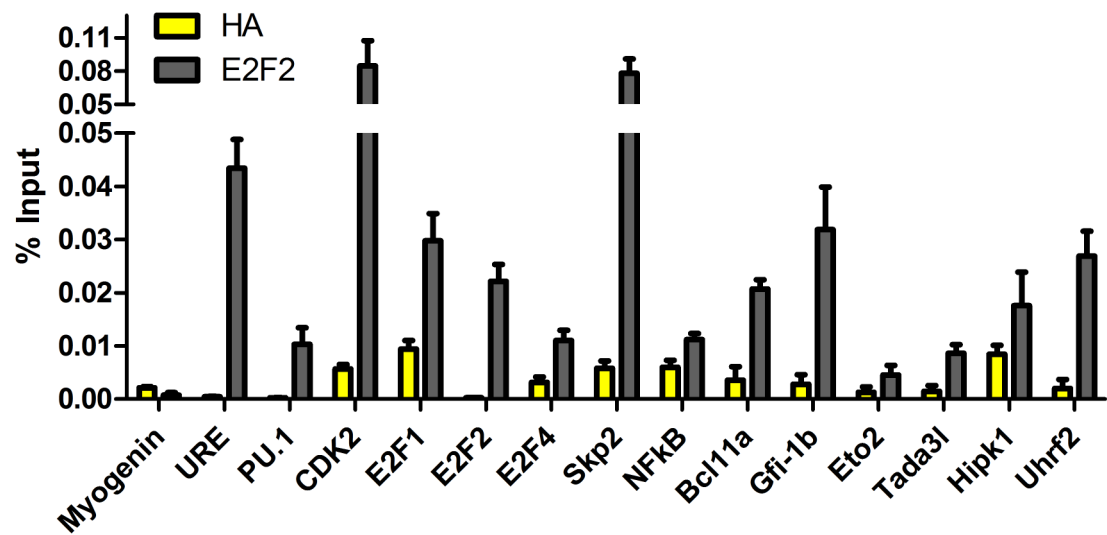

C.

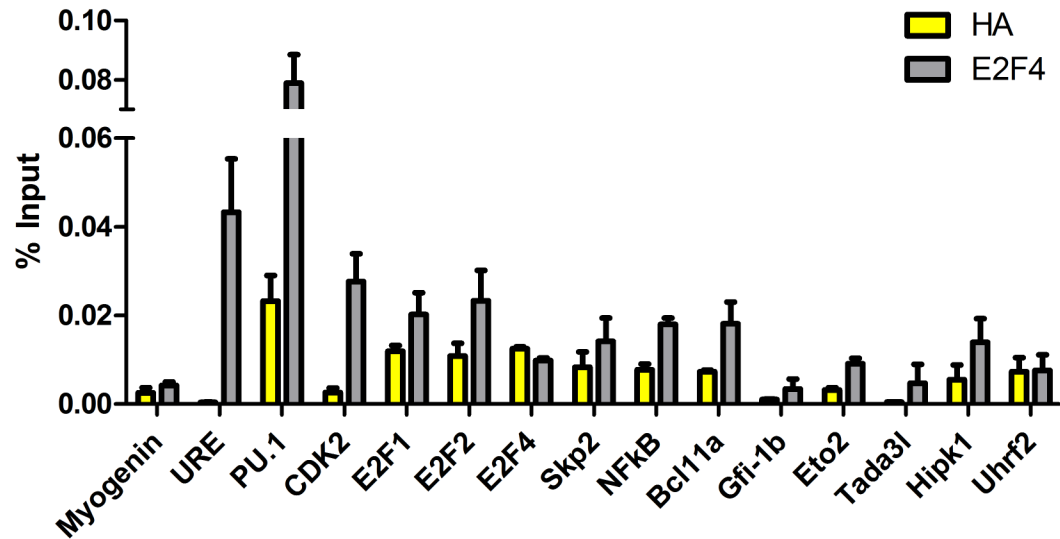

**Supplement:** Figure S5 — E2F factors occupy PU.1 target genes in MEL cells. (A) DNA sequences from PU.1 ChIP-Seq peaks within the proximal promoter in both ES-EP and MEL cells were analyzed using the TRANSFAC database as described in Materials and Methods. The names of the ten most significant observed transcription factor motifs (p-value<10−5) that were found in at least 10% of peaks and ≥2 fold enriched over the expected frequency are shown. The ratio between observed frequency and expected frequency is represented by a log2ratio. (B) and (C) qChIP analysis of E2F2 (B) and E2F4 (C) occupancy was performed as described in Materials and Methods at the indicated PU.1 target genes in MEL cells. A HA antibody was used as an isotype control. Standard deviations were calculated from triplicate PCR reactions. Similar results were obtained with at least two independent chromatin preparations. The myogenin locus serves as a negative control. (0.16 MB PDF)

# Supplementary material for: A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1
**Source:** PLoS Genet. 2011 Jun 9;7(6):e1001392. doi: 10.1371/journal.pgen.1001392
**Supplement:** Table S1 — Results of Ingenuity Pathway Analysis of PU.1 Target Genes. Ingenuity Pathway Analysis was performed on genes with one or more PU.1 ChIP-Seq peaks within 2 kb of TSS in both MEL and ES-EP. The ten most significant molecular and cellular functions identified are listed in descending order of significance. The number of genes associated with a given function and bound by PU.1 is shown. p-values have been corrected for multiple testing using the Holm-Bonferroni method. (0.01 MB DOCX)

**Table S1. Results of Ingenuity Pathway Analysis of PU.1 Target Genes**

|  | **Molecular and Cellular Functions** | **Number of Genes Bound** | **p-Value** |
| --- | --- | --- | --- |
| **1.** | Gene expression | 1081 | 1.3x10^-27^ – 1.3x10^-1^ |
| **2.** | Cell cycle | 687 | 3.1x10^-24^ – 1.3x10^-1^ |
| **3.** | DNA replication, recombination, and repair | 440 | 1.5x10^-12^ – 1.3x10^-1^ |
| **4.** | RNA post-transcriptional modification | 176 | 5.0x10^-12^ – 1.3x10^-1^ |
| **5.** | Molecular transport | 167 | 5.1x10^-12^ – 1.3x10^-1^ |
| **6.** | Protein trafficking | 171 | 5.1x10^-12^ – 1.3x10^-1^ |
| **7.** | Cell death | 1197 | 1.8x10^-11^ – 1.3x10^-1^ |
| **8.** | Post-translational modification | 591 | 1.4x10^-9^ – 1.3x10^-1^ |
| **9.** | Cellular growth and proliferation | 783 | 1.7x10^-7^ – 1.3x10^-1^ |
| **10.** | Protein degradation | 145 | 6.4x10^-8^ – 1.3x10^-1^ |

# Supplementary material for: A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1
**Source:** PLoS Genet. 2011 Jun 9;7(6):e1001392. doi: 10.1371/journal.pgen.1001392
**Supplement:** Table S2 — Primers used in this study. (0.02 MB DOCX)

**Table S2. Primers used in this study**

| **Gene** | **Forward Primer** | **Reverse Primer** | **Reference** |
| --- | --- | --- | --- |
| **Myogenin** | GAA TCA CAT GTA ATC CAC TGG A | ACG CCA ACT GCT GGG TGC CA | [[1](#_ENREF_1)] |
| **β-HS2** | TGT GTT CAG CCT TGT GAG CCA GC | TGG ACT TCC TCC TAG AGA CCC AG | [[2](#_ENREF_2)] |
| **URE** | GGG AGG CAG AGC ACA CAT G | GTT TCC ACA TCG GCA GCA G | [[3](#_ENREF_3)] |
| **PU.1** | GTA GCG CAA GAG ATT TAT GCA AAC | GCA CAA GTT CCT GAT TTT ATC GAA | [[3](#_ENREF_3)] |
| **c-myb** | TCA TCC TTC TCC CGA GTG TC | AGA CCC CGA CAC AGG TAA TG | This study |
| **Fli-1** | CGG TCT GGC TGA CAA GTA AA | CGA GCG AGT TGG AGG AGT AG | This study |
| **Cdkn1a** | TCT GTG TAC GTG CGT GTG TG | TAA ATT CCC GCC TAT GTT GG | This study |
| **Klf1** | TCC ATG CAG TAG CCA GTG AG | TCC TCC TTG AGC AGA AGA GC | This study |
| **EpoR** | GTC CAA AGG ACC TAG CAC CA | GAT CGA GCT CCC AGA GAC TG | This study |
| **CDK2** | CAA CTT TCC CGC AGT TCC TGG TTT | GAG ACT CTC TTG TCC AGG TGG AAT | This study |
| **E2F1** | GCA AGC CAG CAG ACA TCA GTT CAA | CAG GCT TTG GCA CCA AAT TCC CAA | This study |
| **E2F2** | TAC ACT TCG CTT TAC ACG CAG ACG | ACC CAG ACA CGT ATA CGG GAA GTA | This study |
| **E2F4** | ACT GCC GGT ACT GCT CAC TAA CTT | ACA ACT CCT TAG GGC AGC TAG GAA | This study |
| **Skp2** | AAC TAG CAA CGT TCC ATC ACC ACC | AAT CAG AGT GGA AGA ACC CAG GCA | This study |
| **NFkB** | TTC TTA GGA GCT GGG AAG GGC TTT | TGC ACA GCC AGA TTT CAC CAA AGG | This study |
| **Bcl11a** | AAA CTT GGG CTG GAT TTC TCT CGC | TTG AGA GCT GAG CCT CCA AGT TGA | This study |
| **Gfi-1b** | ACC TTA AAG GGA AGC AGA CAC CCT | GCA GAG ACT CAT AAC GTT GAC CGA | This study |
| **Eto2** | GCT TTT CCA ATC AGC AGG TC | CTT CCC CAC AAA CAC CAA CT | This study |
| **Tada3l** | TAC AAC CAA AGC GAC AAG CA | GGA GGG AGA GCC GAG AGA TA | This study |
| **Hipk1** | TAG CGC CAT GAC ACC TAC TG | TAA ACG ACC TCG GAG ACT GC | This study |
| **Uhrf2** | GCC ATG GCT CCT TCC TAT TT | GCG AGG ACT GAC GCT CTT AG | This study |
| **Stat1** | TTA CGC AGG CAC TGC AAA TCC AAG | TGC ATT AAG TAG GCG CAT CAC TGC | This study |
| **Egr1** | CCT TCC ATA TTA GGG CTT CCT GCT | CGA ATC GGC CTC TAT TTC AAG GGT | This study |
| **Akt1** | CAC TGC GCA CAC CAA CAG | CTC GGA GTA GGA GCA GGA AG | This study |
| **Tacc1** | CTG CCG CTA GGA CTT AAT GG | CAA ATC CTG GGC GTA ACA AG | This study |
| **Brf1** | CGG GAC CGA TAA AGG AAC TC | CAG GTT TGG AGC TTT GCT TC | This study |
| **Cyclin D2** | TAA CTT TCA AGC TGT TGT CCG CCC | AGA AAG GTT TCT GCA GGA GGG TCA | This study |
| **Cyclin D3** | ACC AGC GTG TCC TGC AGA GTT TA | TTA CCT CCA GCA TCC AGT ATG CCA | This study |
| **Cyclin E2** | CGG GCC CGG CCT ATA TAT TGA GTT | TGG TTC CCT TAG CTC CCG CAT | This study |
| **MEL (Chr 15)** | TTC CTC TTT CTG AGT GGC AGG TGT | ATT GAG TCC GCA GGT CGC TGA TAA | This study |
| **Mxi1** | GGG AAG GAC CAT GCT GTA GAA GAA | TCT GAA CAC GCA GGT TCT GGG AAA | This study |
| **Dnmt3a** | TCC AGG GCT TAG AGA CCA AAT GCT | TAG AAT ACT CAG CCT GGC AGC ACA | This study |
| **ES-EP (Chr 8)** | TTC TGT ACT GAG TGT GTG CCA GGA | GCT TGC AGT TCC TCA TCC AGC AAA | This study |
| **Mta3** | TAG CAT TCC TCG ACC GTT TGC TCA | AAT GAG GAA GTC AGA ACC GGG CAT | This study |
| **Gpr149** | TTG GGT GGA AGG ATT CTG AG | CGT AGC AGG TGC AGA CAG AG | This study |

# Supplementary material for: A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1
**Source:** PLoS Genet. 2011 Jun 9;7(6):e1001392. doi: 10.1371/journal.pgen.1001392
**Supplement:** Text S1 — Supplemental Materials and Methods. (0.06 MB DOC)

**Supplemental Materials and Methods**

*Cell Culture and differentiation*

GATA-1/ER cells were cultured in DMEM supplemented with 10% Fetal bovine serum (Gemini), 2mM L-glutamine (Invitrogen), 100 units/ml penicillin, 100 g/ml streptomycin, and 5g/ml puromyocin. Cells were grown at 370 in a humidified, 5% CO2 atmosphere. U2OS, HeLa and 293T cells were grown under the same conditions except that puromyocin was omitted and 10% CO2 was used. 32D cells were also cultured in similar conditions but DMEM was used with the addition of 10% WEHI IL-3 conditioned media and cells were maintained to less than 1x106 cells/ml with daily media changes. ES-EP cells were cultured with StemPro34 media (Invitrogen) supplemented with 2u/ml Epogen (Amgen), 40ng/ml hIGF-1 (Sigma), 10-6M dexamethosone (Sigma), 100ng/ml murine SCF (R&D Systems/Invitrogen), and 0.1% -mercaptoethanol (Gibco) at 37o in a humidified 10% CO2 atmosphere. The cell concentration was maintained between 2x106 and 6x106 cells/ml by daily media changes.

*Analysis of early erythroid progenitor populations*

Mice with a deletion in an Upstream Regulatory Element (URE) that controls the expression of PU.1 were described previously . Fetal-livers from two URE-/- mice, URE+/- heterozygous, and wild-type (WT) animals were isolated between E13.5-15.5 as previously described . Erythroid populations were analyzed using flow cytometry with anti-mouse TER119-PE (eBioscience) and CD71-APC-Cy7 (eBioscience) antibodies following published protocols . The R1 population, CD71med TER119low, was isolated using FACSAria II machine (BD Bioscience) and analyzed further.

*Antibodies and ChIP-Seq*

Antisera used in this study were: anti-PU.1 (Santa Cruz T21), anti-HA (Santa Cruz Y11), anti-E2F2 (Santa Cruz C-20), and anti-E2F4 (Santa Cruz C-108). Primers used in this study are described in Table S2.

For ChIP-Seq, duplicate, independent chromatin preparations were used. DNA was isolated from chromatin preparations prior to ChIP and used as an input DNA control. After immunoprecipitation, DNA was isolated and libraries were prepared for sequencing as described previously . Libraries were sequenced using Illumina Analyzer GAII and processed with the Illumina ELAND pipeline. Sequence reads were aligned to the mouse genome (mm9).

*ChIP-Seq Data Analysis*

Genome-wide binding profiles from replicate ChIP-Seq runs were highly correlated (data not shown), so we merged the data from duplicate sets for each cell type, and obtained a total of 12,710,420 and 13,416,531 uniquely mapped reads (up to two mismatches) from MEL and ES-EP cells, respectively. 

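Across the 33,749 merged peaks, which are not independent replicates, log2 reads of preparations A and B correlated with r = 0.755 in MEL cells (Spearman 0.718) and 0.822 in ES-EP (Spearman 0.798). Outside the choice of peaks, over 2,654,907 bins of 1 kb, r was 0.510 in MEL cells and 0.515 in ES-EP, the largest change among the alternatives. Single libraries of different preparations had r between 0.621 and 0.688 in MEL cells and between 0.668 and 0.795 in ES-EP. For the libraries of one preparation r was 0.631 and 0.759 in MEL cells and 0.706 and 0.803 in ES-EP, so these overlap with the values between preparations.

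**Figure D4:**
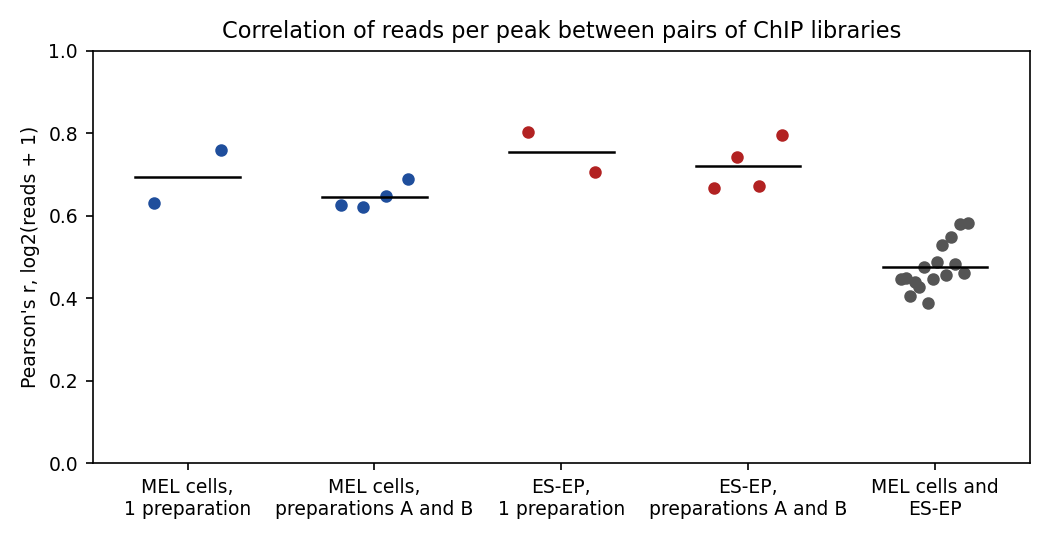
Correlation of log2 reads across merged peaks (y axis, Pearson r) for each pair of ChIP libraries, grouped by kind of pair (x axis), with points for pairs and a line at the mean. The 16 pairs across cell types (0.387 to 0.583, mean 0.475) lie below all pairs within a cell type, whose means between preparations are 0.646 for MEL cells and 0.720 for ES-EP.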

We also obtained 4,278,560 and 7,488,885 reads for input DNA controls for each respective cell type. We then applied two complementary software programs, cisGenome and spp , to identify PU.1 binding regions (i.e., peaks) by comparing reads in the immunoprecipitated (IP) sample to the input DNA sample. Peaks detected by either of these two programs at a false discovery rate (FDR) < 0.05 were merged. This resulted in the identification of a total of 17,668 peaks, 65.2% of which were detected by both programs. Of the 17,668 peaks, 14,032 were reported for MEL cells and 12,883 for ES-EP. However, further examination of the raw data of reads showed that most of the “cell-type specific” PU.1 peaks also contained ChIP-Seq signals from the alternative cell type. 

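Before merging, 24,382 peaks were called in MEL cells and 20,238 in ES-EP, where exchanging ChIP and input gave 4.91 and 4.38% as many. After merging, 10,710 peaks were called in both, 13,612 in MEL cells alone and 9,427 in ES-EP alone. Without ES-EP preparation A 4,376 peaks were called in ES-EP, and without MEL preparation B 6,742 in MEL cells.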

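Among merged peaks called in one cell type alone, 88.4% differed by at most 5-fold in depth-scaled reads. For comparison, 1,000 random regions of 2 kb had medians of 4 (MEL) and 3 (ES-EP) reads in the 500 bp around their highest point. The 95th percentiles were 11 and 10 reads.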

To account for this quantitative difference, and overcome the limitation introduced by thresholding in peak calling, we developed and applied an alternative strategy for detecting cell-type enriched PU.1 peaks more robustly. For each of the 17,668 peaks we counted the numbers of the reads from MEL and ES-EP samples, and then a peak was considered enriched in a given cell type if and only if it contained five times more reads (adjusted for read depths). Peaks with comparable numbers of reads (≤5 fold difference in reads) from the two samples were defined as shared. We chose fivefold based on our analysis of replicated ChIP-Seq runs (data not shown).

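Between preparations A and B, 1,731 of the merged peaks (5.13%, 95% interval 4.90 to 5.37) differed by more than 5-fold in MEL cells, 530 higher in A and 1,201 higher in B. In ES-EP 2,151 did (6.37%, 6.12 to 6.64), 1,647 higher in A and 504 in B. Over the same merged peaks, reads dealt out by depth alone gave 3.17 and 3.33%. With a limit of 3-fold the shares were 14.1 and 16.8%, and with 10-fold 2.81 and 3.28%. Restricted to the peaks called in the cell type the shares beyond 5-fold were 2.30 and 4.03%, for which no value by depth alone was computed.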

To investigate PU.1 global occupancy in the mouse genome, we calculated the frequencies of PU.1 peaks in the proximal promoter (± 2kb from TSS), distal end of genes (± 2kb from TES), within a gene body (from +2kb of TSS to -2kb of TES site), and otherwise intergenic regions, using Refseq gene annotations downloaded from the UCSC genome browser (mm9, July 2007) . PU.1 target genes were defined as genes with a PU.1 peak within the proximal promoter (defined as ± 2kb of its TSS).

For these PU.1 targets, Ingenuity Pathway Analysis (http://www.ingenuity.com/) was performed to identify enriched functional categories amongst these genes, as well as search for potential canonical pathways involving these genes. P-values were adjusted for multiple hypotheses testing using Benjamini-Hochberg correction. All statistical analyses were carried out in the R language.

*Microarray analysis*

The raw data (CEL files) from each microarray was normalized by RMA methods in GeneSpring GX software. The log2 transformed signal intensities were averaged for biological replicates, and the mean value was used to compute the fold expression change. Heat-maps were generated by calculating the mean value of all time points for a given gene and assigning a color gradient for each time point by calculating the log2ratio of that time point to the mean expression value. Gene expression data from PU.1-/- cells differentiated into macrophages and expression data from PU.1 knockdown HSCs were downloaded from NCBI using accession numbers GSE131235 and GDS2411, respectively.

**Supplemental References**

1. Lu J, McKinsey TA, Zhang CL, Olson EN (2000) Regulation of skeletal myogenesis by association of the MEF2 transcription factor with class II histone deacetylases. Mol Cell 6: 233-244.

2. Stopka T, Amanatullah DF, Papetti M, Skoultchi AI (2005) PU.1 inhibits the erythroid program by binding to GATA-1 on DNA and creating a repressive chromatin structure. EMBO J 24: 3712-3723.

3. Hoogenkamp M, Krysinska H, Ingram R, Huang G, Barlow R, et al. (2007) The Pu.1 locus is differentially regulated at the level of chromatin structure and noncoding transcription by alternate mechanisms at distinct developmental stages of hematopoiesis. Mol Cell Biol 27: 7425-7438.

4. Rosenbauer F, Wagner K, Kutok JL, Iwasaki H, Le Beau MM, et al. (2004) Acute myeloid leukemia induced by graded reduction of a lineage-specific transcription factor, PU.1. Nat Genet 36: 624-630.

5. Zhang J, Socolovsky M, Gross AW, Lodish HF (2003) Role of Ras signaling in erythroid differentiation of mouse fetal liver cells: functional analysis by a flow cytometry-based novel culture system. Blood 102: 3938-3946.

6. Robertson G, Hirst M, Bainbridge M, Bilenky M, Zhao Y, et al. (2007) Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. Nat Methods 4: 651-657.

7. Ji H, Jiang H, Ma W, Johnson DS, Myers RM, et al. (2008) An integrated software system for analyzing ChIP-chip and ChIP-seq data. Nat Biotechnol 26: 1293-1300.

8. Kharchenko PV, Tolstorukov MY, Park PJ (2008) Design and analysis of ChIP-seq experiments for DNA-binding proteins. Nat Biotechnol 26: 1351-1359.

9. Rhead B, Karolchik D, Kuhn RM, Hinrichs AS, Zweig AS, et al. (2010) The UCSC Genome Browser database: update 2010. Nucleic Acids Res 38: D613-619.

10. Weigelt K, Lichtinger M, Rehli M, Langmann T (2009) Transcriptomic profiling identifies a PU.1 regulatory network in macrophages. Biochem Biophys Res Commun 380: 308-312.

11. Steidl U, Rosenbauer F, Verhaak RG, Gu X, Ebralidze A, et al. (2006) Essential role of Jun family transcription factors in PU.1 knockdown-induced leukemic stem cells. Nat Genet 38: 1269-1277.

How the deposited data were processed for this re-analysis (not part of the article)

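The data are ChIP-Seq libraries of PU.1 from MEL cells and ES-EP, with input DNA of each cell type. In each cell type 2 chromatin preparations were sequenced as 2 libraries each, MEL cells have 1 input library and ES-EP have 2. The authors sequenced the libraries on an Illumina GAII, aligned them with ELAND to mm9 and kept reads with a unique alignment and up to 2 mismatches, and the version of ELAND is not stated. The deposited files list 1 aligned read per line with its chromosome, start, strand and sequence and carry no measured value, so that every count given here was made from these lines. The library letter was taken as the chromatin preparation and the number as the sequenced library of it.

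Read sequences were compared with the NCBIM37 genome, which is the assembly mm9, at 2,000 reads per library on chromosome 19, and between 99.65 and 100% matched with at most 2 mismatches when starts were read as counted from 1. Reads on unplaced sequence and on the mitochondrial genome were left out of calling and of the input totals, which are then 4,278,560 (MEL cells) and 7,488,885 (ES-EP). The preparations have 5,707,867 (MEL A), 7,002,553 (MEL B), 6,309,022 (ES-EP A) and 7,107,509 (ES-EP B) reads. A locus with few reads is known only within a wide counting interval, which is given where the input has 1 to 3 reads.

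The fragment length was read from the correlation between the strands, 141 bp in MEL cells and 131 bp in ES-EP, and each read was moved by 70 or 65 bp toward the middle of its fragment. Peaks were called with windows of 200 bp moved by 50 bp and at most 1 read per position and strand in each library, which leaves 11,943,680 ChIP and 4,210,724 input reads in MEL cells and 12,590,272 and 7,088,441 in ES-EP. The Poisson mean of a window was the largest of the depth-scaled input in the window and in 1, 5 and 10 kb around it and the genome mean. The threshold on p was the one at which both the Benjamini-Hochberg rate over 53,097,917 windows and the rate from exchanging ChIP and input were below 0.05. Neighbouring windows were joined, regions without reads on both strands were left out, and peaks of both cell types that overlap were merged. The authors merged peaks called by cisGenome and spp, which were not used here.

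All reads, repeated positions included, were counted in 500 bp around the summit. Depth was scaled by total reads. A peak was enriched when 1 cell type had more than 5 times the scaled reads of the other and shared otherwise, after the paper's rule. Correlations used log2 of reads plus 1. Differences between cell types were tested over the 2 preparations of each with limma (voom, two-sided moderated test, no filter) and Benjamini-Hochberg adjustment over all merged peaks. Tools that model counts were not used on lines of alignments, and limma on log2 of depth-scaled counts (CPM) plus 0.5 was run as the other method. The letters A and B of the cell types were not treated as pairs in the first place, and the deviations of the A preparations of both cell types correlate with r = 0.0485 across peaks.

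Genes and transcription start sites came from GENCODE on the same assembly (22,359 protein-coding genes, 51,710 transcripts and 1,577 miRNA genes), while the authors used RefSeq genes. Peaks were placed by their summit, first to promoters within 2 kb of a TSS, then to 3′ ends, gene bodies, miRNA promoters and intergenic regions, and 100,001 random positions served for comparison. The motif was learned with an expectation-maximisation model of 14 positions, started from the most over-represented word of 8 bases, on every second peak and scored on the others, with at most 1 site per sequence. The threshold was the score that 10% of 10,000 GC-matched genomic sequences of 500 bp reach, and it was the same for all classes of peaks. Low-complexity sequence was defined by repeated triplets, with the cut set at a high quantile of the score in the GC-matched background. MEME and TRANSFAC were not used here, and 2 consensus words stand in for the matrices of E2F and Sp1.

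Amplicons of Table S2 were placed by exact matches of both primers, 34 were placed and the Myogenin amplicon was not. Reads were counted in 500 bp around the highest point within 1 kb of an amplicon, and for the genes drawn with expression bars in Figure 5 around the highest point within 2 kb of a TSS. The highest point was found with the ChIP reads of all libraries, which by itself raises the ratio of ChIP to input at loci with few reads. The ratio of ChIP to input was tested with a two-sided exact binomial test on summed reads, adjusted over the loci in each cell type, and with an input of 0 a floor of 3 reads was used. A locus was matched to a merged peak within 250 bp. Genes named in the text are those the paper names or draws, with the genes nearest to the 3 largest differences on each side among peaks that pass the limma threshold and the 5-fold rule and have the direction in 4 of 4 pairs of preparations (396 higher in MEL cells and 186 higher in ES-EP).

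The methods were tested on simulated data. With reads at 3 sets of 200 sites, the caller recovered 71.0, 99.0 and 100% of sites with 10, 20 and 40 reads at MEL depth and 72.5, 99.0 and 100% at ES-EP depth, with 13 of 553 and 11 of 554 peaks false, and it called 0 peaks with no sites. In that last case ChIP and input were drawn in the same way, which the exchange of ChIP and input is built to reject. On simulated counts with a coefficient of variation of 0.3, limma called 0 peaks when none differed and 125 of 200 peaks changed by 8-fold, with 2 false calls. All simulated preparations had the same rate per peak, while the real ones differ in their share of reads in peaks. Error control under that wider spread was not tested. The motif model recovered 10 of 10 positions of a word placed in 813 of 2,000 sequences.

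Alternatives were run for the calling threshold and window, repeated reads, input, fragment length, libraries, counting window, scaling, fold limit, promoter distance, motif threshold and background, the method and terms of the limma fit, and with each preparation left out in turn. The gene expression arrays, qChIP and other assays of the paper, the pathway analysis and lists from other studies were not analysed here. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.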

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

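The test of chromosomes 3, 15 and 8 without X, the 3 ranges of ChIP reads, the ranges of GC content, the match of GC in steps of 1% and the scaling of each chromosome by its input were chosen only after the results were seen.

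Depth, the composition of reads and the reads at the named loci were compared among the 4 ChIP libraries of each cell type in 36 groups, and in 5 of these, all at loci of Figure S1, 1 library stood far from the other 3. Chance alone gives about 1 in 20 for continuous values, but in 3 of the 5 groups the other libraries have 0 reads, where any single read stands apart, so this rate does not hold for them. In reads per 10,000,000, MEL preparation B library 1 has 54.5 at Mxi1 (others 42.3, 43.6 and 43.9), 7.27 at Dnmt3a (others 33.9, 35.3 and 38.4) and 3.64 at Mta3 (others 0). ES-EP preparation B library 2 has 4.13 at Mxi1 (others 0), and MEL preparation A library 2 has 2.74 at the ES-EP amplicon on chromosome 8 (others 0). The values against 0 are 1 or 2 reads. No biological explanation was tested, since the libraries of a cell type share their condition, and no technical one was tested either.

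The ratio of ChIP to input differed between the cell types at 6 of 34 amplicons in a test on summed reads, which does not include the spread between preparations (Benjamini-Hochberg over the 34). These are Akt1 (12.0-fold in MEL cells and 1.78-fold in ES-EP, adjusted p 0.000809), Mta3 (0.113, 95% interval 0.0021 to 1.40, and 11.2, adjusted p 0.00339), Brf1 (5.91 and 2.04, adjusted p 0.0475), c-myb (8.78, interval 1.44 to 359.8, and 0.801, adjusted p 0.0475), Cyclin E2 (3.797 and 0.861, adjusted p 0.0487) and Fli-1 (12.5, interval 3.34 to 105.0, and 1.40, adjusted p 0.0487). At Akt1, Brf1, c-myb and Cyclin E2 the ChIP reads themselves did not differ detectably (limma adjusted p 0.515, 0.599, 0.932 and 0.924), while the input per 10,000,000 reads is 11.7 and 37.2, 23.3 and 37.2, 2.33 and 27.9, and 9.32 and 37.2 in MEL cells and ES-EP (5 and 28, 10 and 28, 1 and 21, and 4 and 28 reads). At c-myb and Cyclin E2 the depth-scaled ChIP reads of MEL cells are 0.915 and 1.11 times those of ES-EP, so that most of the gap between the ratios comes from the inputs, and what raises the ES-EP input there stays open as for all TSSs. At Akt1 and Brf1 the ChIP reads are 2.11 and 1.81 times those of ES-EP and add to the gap. By these values the inputs make the larger part of it at Akt1 and the ChIP reads at Brf1, with 5 and 10 input reads in MEL cells behind them. At Mta3 and Fli-1 the ChIP reads are more than 5-fold apart, and a biological difference between the cell types stays open there.

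The ES-EP inputs, which the paper uses as a control, have 4.75 times (library 1) and 6.36 times (library 2) as many reads at TSSs as the genome mean, against 2.71 times in the MEL input. A fault of a single library is excluded, since the lower of both ES-EP libraries with 4.75 lies above the MEL input. Values at 60 to 70% GC argue against GC content as the whole cause of the ES-EP excess over the genome mean. Promoters without a peak have 3.37 times the ES-EP input reads of random sequences there (95% interval 2.79 to 4.13), and 2.84 times (2.23 to 3.73) when GC is matched in steps of 1%. Peaks were called against this same input, so promoters with high input are more likely to be left without a peak. The ES-EP excess depends on GC content all the same, being 1.54 times (1.49 to 1.60) at 50 to 60% and absent at 40 to 50% (0.952 times). The MEL input has an excess too, 2.59 times (2.19 to 3.12) at 60 to 70% and 2.59 times (2.13 to 3.26) when matched in steps of 1%. The test therefore does not exclude GC content for the gap between the cell types. A part played by GC content stays open. PU.1 ChIP DNA in the input remains open. At peaks away from TSSs the median input was 15.8, 18.2 and 23.8% of that at promoter peaks with as many ChIP reads in 3 ranges from lower to higher ChIP reads, which speaks against it, but the means were 34.1, 45.1 and 130.1%. An uneven shearing of chromatin was not tested, and neither was a biological difference in the chromatin of the cell types.

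Ratios of depth-scaled input reads were divided by their median over the autosomes. On this scale the input of MEL cells has 1.33 times the reads of the ES-EP input on chromosome 3, 1.33 times on chromosome 15, 1.56 times on chromosome X and 0.732 times on chromosome 8, with the other 17 chromosomes between 0.886 and 1.18. Peaks enriched in MEL cells make up 9.11, 8.53 and 15.4% of the peaks on chromosomes 3, 15 and X and 4.23% on these other 17 chromosomes. Peaks enriched in ES-EP make up 6.82% on chromosome 8 and 3.38% on the same 17 chromosomes. Scaling each chromosome by its input ratio brought these to 5.77% on chromosome 3, 5.39% on 15 and 3.86% on 8, inside the range of the other chromosomes (up to 6.32 and 4.78%), which is consistent with a different number of chromosome copies in the 2 lines. On chromosome X 8.54% remained, above the highest of the others, so copy number may explain part of that excess but not all of it. Such a difference in copies would be a property of the lines and not of PU.1 binding.

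Peaks outside those the paper discusses have the largest fitted differences. In MEL cells these are an intron of Ankrd35 near Pias3 (limma log2 fold change 6.56, adjusted p 0.000602), an intron of Pde10a (6.31, adjusted p 0.000992) and an intron of F5 (6.15, adjusted p 0.00131). In ES-EP it is a site near Olfr1040 (-6.50, limma adjusted p 0.000602), with no input reads. With the floor of 3 input reads its ratio of ChIP to input is 18.5 (lower 95% limit 14.8). All 4 have their direction in 4 of 4 pairs of preparations, and the fitted size depends on the prior count where a cell type has 0 or 1 reads. None of the 4 stays past the threshold without MEL preparation A, MEL preparation B or ES-EP preparation A, and the Pde10a and F5 peaks do not without ES-EP preparation B either (limma adjusted p 0.0535 and 0.0745). The reads of both preparations argue against a single faulty library, and a biological difference between the cell types and a difference in the DNA of the lines both stay open and untested.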

How the results depend on the processing

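The 2 limma fits over 4 libraries with a term for the library number or with the preparation as a random block, and the scaling of each chromosome by its input, were chosen only after the results were seen. All other alternatives were fixed beforehand. Of the alternatives for the leading results 105 stayed within the limits set for a change and 68 moved. Except where said, the cause of a change was not tested.

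For the calling of peaks, a false discovery rate below 0.005 gave 14,986 peaks in MEL cells, 11,349 in ES-EP and 19,481 merged, of which 1,014 were enriched in MEL cells and 530 in ES-EP. Library 1 of each preparation gave 7,176, 4,769 and 9,102 peaks, 86.7% shared, 771 and 440 enriched and r = 0.412 between the cell types. Library 2 gave 15,972 peaks in MEL cells and 90.1% shared. Without the input, ES-EP had 8,922 peaks, 318 of the merged peaks were enriched in ES-EP and r was 0.649.

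Reads counted in 200 bp gave 87.7% shared, 1,804 peaks enriched in ES-EP and r = 0.485, and in 1,000 bp 95.1%, 1,059 and 601 enriched and r = 0.657. The whole called region gave 88.3% shared and 1,704 peaks enriched in ES-EP. Subtracting the input gave 69.0% shared with 6,747 and 3,716 enriched, where any remainder counted as enriched if the other cell type had none. Adding 1 read to each count gave 94.2%. A limit of 3-fold gave 81.2% shared with 3,600 and 2,756 enriched, and 10-fold gave 97.2% with 560 and 386, as a wider limit must. Untransformed reads gave r = 0.919 between the cell types.

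Scaled by its own input ratio on each chromosome, the data had 92.2% of peaks shared, 1,483 enriched in MEL cells and 1,154 in ES-EP.

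Between preparations, r in MEL cells was 0.718 by Spearman, 0.962 untransformed and 0.510 in bins of 1 kb, and in ES-EP 0.966 untransformed and 0.515 in bins. With 3-fold in place of 5-fold, 14.1% of peaks lay apart in MEL cells and 16.8% in ES-EP, and with 10-fold 2.81 and 3.28%.

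Leaving out 1 preparation in turn, merged peaks ranged from 22,118 to 29,132, MEL peaks from 6,742 (without B) to 16,498 (without A) and ES-EP peaks from 4,376 (without A) to 13,896 (without B). The share of shared peaks ranged from 87.1 to 89.6%, peaks enriched in MEL cells from 622 to 3,074 and those enriched in ES-EP from 162 to 2,151.

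Among the limma fits, log2 of depth-scaled counts gave 1,661 differing peaks (596 of the 609), median-ratio scaling 3,335 (608 of the 609), and the letter of the preparation as a block 334 (258 of the 609). Each library taken as a sample gave 3,402, a term for the library number 3,516, the preparation as a random block 1,344, and a minimum of 20 reads 223 of 29,168 peaks. Without 1 preparation the number ranged from 0 to 210. It was 0 without MEL preparation A and without MEL preparation B by limma voom (3,485 and 3,692 at an unadjusted p below 0.05), 33 without ES-EP preparation A and 210 without ES-EP preparation B, and log2 of depth-scaled counts was not run on these sets. The single preparation left is assumed to vary like those of the other cell type. The share higher in MEL cells was 68.0% in the fit with all preparations and 16.7% without ES-EP preparation B. Over all peaks the median log2 fold change was -0.18 with total reads and -0.03 with the median ratio, so a value between these is no direction.

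At named loci, 123 of 170 alternatives to the limma fold changes stayed within the limits, 33 were weaker, 7 stronger and 7 changed sign. The sign changed at the URE without MEL preparation B (-0.38), at c-myb without MEL preparation B (0.24) and without ES-EP preparation A (0.16), and at Gfi-1b with the median ratio (0.15), with the block (0.0009), without MEL preparation A (0.15) and without ES-EP preparation A (0.43). With 1 preparation left out in turn these log2 fold changes ranged from -0.38 to 1.36 at the URE, from -0.48 to 0.24 at c-myb and from -0.44 to 0.43 at Gfi-1b. These loci have no detectable difference between the cell types. Of 180 alternatives to the ratio of ChIP to input 157 stayed within the limits, 7 were weaker, 4 stronger and 12 crossed 1, namely Klf1 in MEL cells in 200 bp (1.18) and without MEL preparation A (1.23, against 0.564 without MEL preparation B), Dnmt3a in ES-EP in 1,000 bp (0.785), Gpr149 in MEL cells in 200 bp (0.563), and in ES-EP the chromosome 15 amplicon in 200 bp (0.561), Mxi1 in 200 bp (0.187), in 1,000 bp (0.561) and without ES-EP preparation B (0, against 2.12 without ES-EP preparation A), the Pde10a peak in 1,000 bp (1.68) and without ES-EP preparation B (1.19), and the F5 peak in 1,000 bp (2.24) and without ES-EP preparation A (1.06). The ratios in ES-EP at the chromosome 15 amplicon, Mxi1, Pde10a and F5 rest on a few reads.

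The shared peaks had more promoter peaks than the enriched ones under all 17 alternatives run, from 28.9 to 46.2% of shared peaks, and a motif more often than the background under all 4.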

Differences from the paper's values

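The comparison of the untransformed correlation without the peaks of very high input was chosen only after the result was seen. The alternatives named below were set before the data were examined, and where none is named, none that was run brings the value within the limits set for a difference. For counts and shares a gap is said to close where the larger value is at most 1.5 times the smaller, which leaves room for a sizeable distance.

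In MEL cells the paper's 14,032 peaks compare with 24,382 here. No difference in that sense remains at a false discovery rate below 0.005 (14,986), with library 2 alone (15,972), with windows of 400 bp (20,686) and without MEL preparation A (16,498), and one remains under the others. For ES-EP the paper's number is 12,883 and 20,238 were called here, with no difference left when all reads are used (17,988), at a rate below 0.005 (11,349), with library 2 (14,046), without input (8,922), with windows of 100 bp (18,809) or 400 bp (17,435) and without ES-EP preparation B (13,896), but not under the others.

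Merged peaks number 17,668 in the paper and 33,749 here, and the difference closes at a rate below 0.005 (19,481), with library 2 (22,703), without ES-EP preparation A (25,061) and without MEL preparation B (22,118), and stays under the others. The paper's 16,599 peaks in MEL cells, shared and enriched together, compare with 32,620, and the gap closes at a rate below 0.005 (18,951), with library 2 (21,816) and without MEL preparation B (19,967) alone. For ES-EP the paper's 16,241 compare with 32,085, closing at a rate below 0.005 (18,467), with library 2 (21,342), without ES-EP preparation A (21,987) and without MEL preparation B (21,496) alone. The paper's own shared and enriched peaks add up to 16,829, which is 839 fewer than its merged peaks.

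Shared peaks are 16,011 in the paper and 30,956 here. That gap closes at a rate below 0.005 (17,937), with the input subtracted (23,279), with library 2 (20,455), without ES-EP preparation A (21,825) and without MEL preparation B (19,345), and not otherwise. The paper's 588 peaks enriched in MEL cells compare with 1,664, and library 1 (771), 10-fold (560) and no MEL preparation B (622) close the gap, while the other alternatives leave it. For ES-EP the paper gives 230 enriched peaks against 1,129, with no input (318) and without ES-EP preparation A (162) closing the gap and the others leaving it.

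The share of shared peaks is 91.7% here, below the paper's statement of more than 95%. Counting in 1,000 bp (95.1%) or with 10-fold (97.2%) reaches it, and the other alternatives give less than 95%.

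The paper's correlation of 0.800 compares with 0.579. None of the alternatives set before the data were examined lies within the spread of pairs of preparations (0.0544). The nearest are 0.657 in 1,000 bp and 0.919 for untransformed reads. Untransformed reads without the peaks of very high input give 0.783, a combination chosen after seeing the values, and this lies within that spread. The authors' own reads, as listed for the 1,920 peaks of Dataset S1 at hand, give 0.610 on the log2 scale and 0.778 untransformed. The untransformed value lies within that spread of 0.800 and the log2 value does not, so the scale makes much of the distance in this part of the list.

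The motif is in 74% of shared peaks in the paper and 44.7% here, and no alternative reaches the paper's value. A 200 bp window (52.3%) and a background of 20% (57.1%) come within 1.5 times of it and stay below, and a background of 5% (34.3%) or none matched for GC (44.3%) do not come that near. For peaks without the motif, which is the rest of the same share, the paper's 26% compare with 55.3%, and no alternative comes within 1.5 times.

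Shared peaks within 2 kb of a TSS are 6,826 in the paper and 11,814 here, and alternatives for this number were not tabulated. The paper uses the same number for genes, where the value here is 9,664. Genes with enriched peaks alone number about 42 in MEL cells and about 23 in ES-EP in Figure 1B, read by eye, against 110 and 60. The share of ES-EP peaks in proximal promoters is about 46 percent in Figure 2C, read by eye, against 30.6%. Alternatives were not tabulated for these values either.

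The paper places PU.1 near the TSS or within the transcribed region of each gene of Figure 4 in both cell types. Here Fli1 has 8 peaks called in MEL cells and 0 in ES-EP, and Epor has 1 in MEL cells and 0 in ES-EP. None of the 11 alternative settings for calling in ES-EP gives a peak there at either gene. Dnmt3a is shown among the loci enriched in MEL cells, and here its difference of 5.73-fold did not pass the limma threshold (adjusted p 0.0798). It passes with log2 of depth-scaled counts (limma adjusted p 0.0242), with median-ratio scaling (0.00639) and with each library as a sample (0.0286), which counts libraries of one preparation as if independent, and not under the other alternatives. For the shared peaks without a motif the paper describes enrichment for highly repetitive sequences. Low-complexity sequence makes up 2.21% of them here, above the 1.02% of peaks with a motif. The GC-matched background has 4.85%, a share that follows from the cut set on it. This background is matched to all peaks (median GC content 49.6%) and not to these (61.2%), so it does not test the paper's statement.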

Other observations

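The comparison of shared read positions was chosen only after the results were seen.

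MEL preparation A and ES-EP preparation B give fewer peaks on their own than the other preparation of the cell type. A difference in depth is excluded as the whole cause, since the share of reads in merged peaks is 6.90% in MEL A and 9.47% in MEL B (72.8% of it), and 7.20% in ES-EP B and 12.7% in ES-EP A (56.5% of it). A single faulty library is excluded too, since the higher library of ES-EP B has 7.75% in peaks, below the lower library of ES-EP A with 11.5%, and in MEL cells 7.06% lies below 8.70%. A less efficient immunoprecipitation and a difference between the cultures stay open and untested.

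The share of shared peaks with a PU.1 motif falls with the reads in the peak, from 52.7 to 51.4, 39.7 and 35.1% over 4 groups of equal size. Peaks near a TSS make up 9.09, 25.8, 49.2 and 68.3% of these groups. Peaks away from TSSs, cut by reads into 4 groups of their own, have a motif in 53.0, 60.6, 59.6 and 65.1%, which is 12.1 percentage points (SE 1.41) higher with most reads than with fewest and is consistent with the growing part of promoter peaks as the reason for the fall. Near TSSs, again in groups of their own, it is 25.9, 17.9, 13.9 and 24.7%. Why promoter peaks have fewer motifs was not tested, and the single score threshold is not matched to their GC content.

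MEL libraries have more reads on the coding exons of Gata1 than on its introns (odds ratio of MEL against ES-EP libraries 2.01, two-sided Fisher's exact test, p = 0.0251). Exons take 61.2% of the reads in the MEL input and 59.1% in the MEL ChIP, where they make up 32.5% of the sequence. Copies of the GATA-1/ER construct may add such reads, but the ES-EP ChIP has 48.1% on exons as well (exact binomial test, p = 0.0252) and the ES-EP input has 0 of 7, so that the reads are too few to decide.

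Outside peaks, libraries of one preparation share start positions 16.0 to 41.2 times as often as chance gives, libraries of different preparations 4.92 to 7.49 times and libraries of different cell types 4.58 to 7.57 times. The ES-EP inputs share them 14.4 times as often with each other and the inputs 2.41 to 6.50 times as often with other libraries. The libraries of one preparation are therefore not independent samples, and no explanation was tested.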
